# The *Solanum lycopersicum* WRKY3 Transcription Factor SlWRKY3 Is Involved in Salt Stress Tolerance in Tomato

**DOI:** 10.3389/fpls.2017.01343

**Published:** 2017-07-31

**Authors:** Imène Hichri, Yordan Muhovski, Eva Žižková, Petre I. Dobrev, Emna Gharbi, Jose M. Franco-Zorrilla, Irene Lopez-Vidriero, Roberto Solano, André Clippe, Abdelmounaim Errachid, Vaclav Motyka, Stanley Lutts

**Keywords:** *Solanum lycopersicum*, SlWRKY3, transcription factor, salinity tolerance, plant physiology

## Abstract

Salinity threatens productivity of economically important crops such as tomato (*Solanum lycopersicum* L.). WRKY transcription factors appear, from a growing body of knowledge, as important regulators of abiotic stresses tolerance. Tomato SlWRKY3 is a nuclear protein binding to the consensus CGTTGACC/T W box. *SlWRKY3* is preferentially expressed in aged organs, and is rapidly induced by NaCl, KCl, and drought. In addition, *SlWRKY3* responds to salicylic acid, and *35S*::*SlWRKY3* tomatoes showed under salt treatment reduced contents of salicylic acid. In tomato, overexpression of *SlWRKY3* impacted multiple aspects of salinity tolerance. Indeed, salinized (125 mM NaCl, 20 days) *35S::SlWRKY3* tomato plants displayed reduced oxidative stress and proline contents compared to WT. Physiological parameters related to plant growth (shoot and root biomass) and photosynthesis (stomatal conductance and chlorophyll *a* content) were retained in transgenic plants, together with lower Na^+^ contents in leaves, and higher accumulation of K^+^ and Ca^2+^. Microarray analysis confirmed that many stress-related genes were already up-regulated in transgenic tomatoes under optimal conditions of growth, including genes coding for antioxidant enzymes, ion and water transporters, or plant defense proteins. Together, these results indicate that SlWRKY3 is an important regulator of salinity tolerance in tomato.

## Introduction

Excessive salt accumulation represents a challenge for the cultivation of economically important crops such as tomato (*Solanum lycopersicum* L.). Cultivated tomato is overall considered as moderately (∼70 mM NaCl) tolerant to salinity (Pérez-Alfocea et al., 1996). Salinity affects numerous traits of plant growth (biomass formation, root/shoot ratio, ..), biochemistry (photosynthesis, hormonal and nutritional imbalance, …) and physiology, and consequently final yield (Albacete et al., 2008). Important efforts are devoted to deciphering the complex aspects of salinity response and tolerance in tomato (Cuartero et al., 2006).

Transcription factors (TFs), including WRKY-type proteins, regulate a plethora of downstream stress-related genes, leading to biochemical and physiological modifications necessary for plant adaptation (Ouyang et al., 2007; Phukan et al., 2016). WRKY family’s name is attributed to the conserved heptapeptide WRKYGQK motif and its variants, positioned at the N-terminal end of an approximately 60 amino acids DNA binding region. The so called WRKY domain constitutes the hallmark of the family, and classically defines four-stranded β sheets including an atypical C2H2 or C2HC zinc-finger structure following the WRKY stretch of residues (Rushton et al., 2010; Yamasaki et al., 2012). Consistent with the number of WRKY domains, the structure of the zinc-finger motif, in addition to the presence of extra conserved motifs such as leucine zipper or serine-threonine rich regions, WRKY are principally divided into three groups (I, II, and III), the second one being further split into three subgroups (IIa + IIb, IIc, IId + IIe) (Ülker and Somssich, 2004; Rushton et al., 2010; Rinerson et al., 2015a).

WRKY proteins regulate multiple processes related to plant development and reproduction (Zhang et al., 2011; Guo et al., 2015; Yang et al., 2016), phenolic compounds biosynthesis (Schluttenhofer and Yuan, 2015), hormonal signaling (Yu et al., 2010; Zhang et al., 2015), or senescence (Rinerson et al., 2015b). However, fundamental roles of WRKY regulators reside in their involvement in plant defense signaling in response to pathogens, nematodes or herbivores, and from a growing body of evidence, in tolerance to abiotic stresses (Rushton et al., 2010; Chen et al., 2012; Gong et al., 2015; Banerjee and Roychoudhury, 2015). In soybean (*Glycine max*), 25 out of 64 tested *WRKY* genes respond to high salinity, drought or cold treatments (Zhou et al., 2008; Song et al., 2016), and comparable results have been reported in Arabidopsis (Jiang and Deyholos, 2006), *Gossypium aridum* (Fan et al., 2015), wheat (*Triticum aestivum* L.) or rice, among others (Berri et al., 2009; Niu et al., 2012).

Functional characterization of WRKYs involved in salt stress response have been conducted in different plant species, and highlighted the involvement of WRKY regulators in oxidative stress management (Liu et al., 2013; Wang et al., 2013; Zheng et al., 2013; Shi et al., 2014; Wang X. et al., 2015; Agarwal et al., 2016). Wheat TaWRKY2, TaWRKY19, TaWRKY44, and TaWRKY93 improve tolerance to salinity and drought by enhancing osmoprotectants (proline and soluble sugars) accumulation and improving oxidative stress management (Niu et al., 2012; Qin et al., 2015; Wang X. et al., 2015). Cotton (*Gossypium hirsutum*) GhWRKY39-1, GHWRKY34, and GhWRKY41 enhance plant germination and growth in presence of salt, reduce sodium and ROS accumulation (Shi et al., 2014; Chu et al., 2015; Zhou et al., 2015), and similar mechanisms of tolerance have been reported for chrysanthemum (*Dendranthema grandiflorum*) DgWRKY3 (Liu et al., 2013), *Gossypium aridum* GarWRKY17 and GarWRKY104 (Fan et al., 2015), or for a *Jatropha curcas* WRKY (Agarwal et al., 2016). *Tamarix hispida* ThWRKY4 improves Arabidopsis plants germination and growth in presence of salt, and prevents chlorophyll degradation, together with oxidative stress control (Zheng et al., 2013). Additional regulators of salt stress response have been described, and include Arabidopsis AtWRKY25, AtWRKY33 (Jiang and Deyholos, 2009) and AtWRKY8 (Hu et al., 2013), together with AtWRKY46 (Ding et al., 2014).

Very few WRKY (namely SlWKRY and SpWRKY1) induced by salt and drought has been hitherto partially characterized in tomato, and their constitutive expression in tobacco resulted in higher tolerance to these stresses by improving plant growth and reducing oxidative stress (Li et al., 2012, 2015). Herein we identified *SlWRKY3* [which actually corresponds to *SlWRKY81* of Huang et al. (2012) classification], which has been reported as up-regulated by salinity and different pathogens (Huang et al., 2012). This study describes the functional characterization of SlWRKY3 in response to salinity. *SlWRKY3* is induced by diverse osmotic stresses, in addition to salicylic acid (SA). Constitutive overexpression of *SlWRKY3* in tomato enhanced the expression of genes involved in abiotic stress management, ion and water transport, and cellular detoxification. It improved plant tolerance to salinity, following physiological, biochemical and hormonal modifications. Altogether, these results indicate that SlWRKY3 is a novel regulator of tolerance to osmotic stresses in tomato.

## Materials and Methods

### Plant Material and Osmotic Stresses/Hormonal Treatments Assays

Tomato (*S. lycopersicum* cv Ailsa Craig) seedlings (3 weeks old) were cultivated in 52 L tanks containing aerated half-strength Hoagland nutrient solution as described in Hichri et al. (2014). Plants were grown in a phytotron at 24°C/22°C under a 16 h day/8 h night photoperiod (230 μmol.m^-2^.s^-1^). Arabidopsis (*Arabidopsis thaliana* cv Columbia) were grown in soil at 20°C/19°C under a 16 h day/8 h night photoperiod (190 μmol.m^-2^.s^-1^).

For *in vitro* culture, tomato and Arabidopsis seeds were surface sterilized (Hichri et al., 2014). Transgenic tomato seeds were germinated on MS medium containing 100 mg/L then 200 mg/L kanamycin for seedlings, at 24°C under a 16 h day/8 h night regime. Arabidopsis seeds were cold-treated (48 h, 4°C), and subsequently plated on half strength MS medium, supplemented or not with 35 mg/L kanamycin.

For salinity treatment assays, salt (125 mM NaCl) was added to the culture tank. To conduct multiple osmotic stresses (150 mM NaCl, 150 mM KCl or drought by air drying at 21°C) and hormonal assays during 3 h (for both types of treatments), plants were grown in smaller tanks with a capacity of 4.5 L.

Zeatin (mixed isomers including approximately 80% *trans*-zeatin), abscisic acid, salicylic acid, and indole acetic acid were used at a final concentration of 10 μM.

### RNA Extraction and Quantitative RT-PCR Analysis

Tomato total RNA extraction, DNase I treatment, RNA purification, reverse-transcription and quantitative RT-PCR (qRT-PCR) analyses were conducted as described in Hichri et al. (2014). Sequences of primers used for qRT-PCR analysis are available in Supplementary Table S1.

Data were normalized according to the *SlGAPDH, SlActin*, and *SlEF1*α housekeeping genes expression levels. Normalized expression was calculated using the Gene Expression Analysis for iCycleiQ_ Real Time PCR Detection System software from Bio-Rad with a method derived from the algorithms outlined by Vandesompele et al. (2002).

### Constructs and Plant Transformation

*SlWRKY3* cDNA was amplified by PCR with the *Pfu* DNA polymerase (Promega) following the manufacturer’s instructions. *SlWRKY3* cDNA was subcloned into pGEM-T-easy vector (Promega). Subsequently, *SlWRKY3* open reading frame was cloned into the pDONR221 entry vector (Gateway^TM^ Technology, Invitrogen) by a BP recombination reaction prior to sequencing. *SlWRKY3* was consequently transferred to the pK7WG2D binary vector (Karimi et al., 2002) by a LR recombination reaction (Gateway^TM^ Technology, Invitrogen). The recombinant plasmid was introduced into *Agrobacterium tumefaciens* strain GV3101 for Arabidopsis transformation and LBA4404 (Clontech) for tomato transformation.

Arabidopsis plants were transformed by the floral dip method (Clough and Bent, 1998) and analyses conducted on self-fertilized F3 homozygous transgenic lines. Tomato stable transformation was adapted from Ellul et al. (2003), and analyses conducted on F3 homozygous lines. All the transgenic lines described are available in S. Lutts laboratory.

To determine SlWRKY3 subcellular localization, *SlWRKY3* ORF was introduced in frame into the pYFP-attR vector (Subramanian et al., 2006) which allows transient expression of the protein via N-terminal fusion to the Yellow Fluorescent Protein. Isolation, purification and PEG-mediated transformation of tomato protoplasts starting from young leaves of *in vitro* grown plants have been conducted as previously described (Hichri et al., 2010). YFP, YFP–SlWRKY3 fusion protein, and chlorophyll fluorescence were visualized using a Zeiss 710 confocal microscope (Carl Zeiss, Jena, Germany) using a plan-apochromat 63×/1.40 objective. Images were analyzed with the Zen Software (Zeiss).

### Constructs and Yeast Transformation

For yeast auto-activation assay, *SlWRKY3* ORF was cloned between *Eco*RI and *Bam*HI restriction sites into the pGBKT7 vector (BD Bioscience) by in frame fusion to the GAL4 DNA Binding Domain (DBD) coding region, under control of the *ALCOHOL DEHYDROGENASE1* (*ADH1*) promoter. pGBKT7 carries the *TRYPTOPHAN1* (*TRP1*) nutritional marker. Recombinant plasmids were introduced into the Y8930 yeast strain, presenting the *ADE2* and *HIS3* reporter genes.

### Protein Purification and Protein Binding Microarray

*SlWRKY3* was cloned into the pMAL-c2 expression vector (New England Biolabs) between *Bam*HI and *Pst*I restriction sites, allowing in frame fusion of SlWRKY3 with the maltose binding protein (MBP) coding sequence. Construct was introduced into the *Escherichia coli* BL21 strain. *SlWRKY3* expression was induced with 1 mM isopropyl β-D-1-thiogalactopyranoside, during 5 h at 37°C. Protein binding array experiments were conducted as described in Hichri et al. (2014).

### Osmotic Potential, Malonyldialdehyde and Proline Extraction and Quantification, Cell Membrane Stability and Cell Viability

Osmotic potential was measured on Leaf 5 (fifth fully expanded leaf from the bottom of the plant) according to Zhu et al. (2001) using a vapor pressure osmometer (Wescor 5500). Malonyldialdehyde was extracted from Leaf 5 by the thiobarbituric acid reaction as reported in Hichri et al. (2014). Proline was quantified spectrophotometrically on Leaf 5 using the ninhydrin method according to Bates et al. (1973).

Cell membrane stability was assessed on the basis of the leakage of UV absorbing substances (Redmann et al., 1986). The relative leakage ratio was quantified on Leaf 5 after incubation of leaf segments in the presence of either deionized water or 100 mM NaCl (Lutts et al., 1996). Cell viability was determined through reduction of 2,3,5-triphenyltetrazolium chloride (TTC) from samples incubated at 30°C in darkness in tubes containing 0.5% (v/v) TTC in 50 mM K_2_HPO_4_, pH 7.0 for 15 h (Lutts et al., 2004). The produced formazan was extracted with ethanol 94% (v/v) at 80°C during 5 min and quantified spectrophotometrically at 487 nm.

### Chlorophyll, Mineral and Hormones Extraction and Quantification, Stomatal Conductance

Relative water content was calculated from fresh, turgid (after 5 h rehydration in 30 mL sealed vials containing deionised water, in darkness at 4°C) and dry weight of leaf segments collected on Leaf 4. Chlorophyll was extracted from Leaf 5 using acetone 80% (v/v) and quantified spectrophotometrically (Lutts et al., 1996).

For mineral extraction (Leaf 4), samples were oven-dried during 3 days at 70°C, and 50–100 mg dry weight of plant samples were digested in perchloric acid/nitric acid (3:1, v/v) mixture (Hichri et al., 2014). Sodium, potassium and calcium ion concentrations were determined using an atomic absorption spectrometer (Thermo Scientific ICE 3300; Waltham, US-MA). All measurements were performed in triplicate.

Hormones were extracted as detailed in Hichri et al. (2014).

The stomatal conductance (*g*_s_) was measured on Leaf 4 using an AP4 system (Delta-T Devices; Cambridge, United Kingdom) between 2 and 4 pm.

### Microarray Analysis

Total RNA was extracted from four tomato seedlings (whole seedlings including roots, 4 weeks-old) of WT and W3 line transgenic plants grown *in vitro* on MS medium and purity and yield were assessed as described before (Hichri et al., 2014). RNA extraction, fluorescence labeling, statistical analysis and annotation of genes for each technical repetition (RNA extraction) was conducted as described in Hichri et al. (2014). Data were submitted to the GEO repository under GSE74504 reference.

### Statistical Analysis

Statistical analyses were conducted with SAS software (SAS System for Windows version 9.1, SAS Institute Inc., Carry, NC, United States). An analysis of variance (ANOVA) using the mean discrimination was performed on all data set using the Student–Newman–Keuls test at the 5% level.

### Accession Numbers

Accession numbers are the following: SlWRKY3 (ADZ15316), VpWRKY1 (ACY69975), GarWRKY5 (AIY62459), JcWRKY56 (AGQ04250), FcWRKY70 (AKA59519), StWRKY6 (ABU49725), NtWRKY4 (AAF61864), SmWRKY7 (AKA27873), AtWRKY70 (NP_191199), AtWRKY62 (NP_195810) and AtWRKY38 (NP_197649), BnWRKY70 (ACQ76810), NcWRKY53 (ABN79278), OsWRKY45 (DAA05110), OsWRKY100 (NP_001056863), TaWRKY45 (ABO15542).

## Results

### SlWRKY3 Encodes a WRKY Transcriptional Activator

A previous study allowed the identification of tomato TFs putatively involved in salinity tolerance, including an unknown WRKY candidate (initial accession DY523772) (Ouyang et al., 2007). Its 972 bp sequence including an open reading frame of 876 bp was amplified by PCR. The cloned cDNA was initially termed *SlWRKY3* (GenBank accession HQ706095) and actually corresponds to *SlWRKY81* (Solyc09g015770.2.1) of Huang et al. (2012) classification. *SlWRKY3* belongs to Group III, comprising 11 members in tomato (Huang et al., 2012).

*SlWRKY3* is predicted to encode a 291 amino acids (aa) protein, with a molecular weight of 33 kDa. Analysis of SlWRKY3 sequence indicated the existence of a putative basic monopartite NLS KRRK, between aa 93 and 96 (**Figure 1A**). SlWRKY3 bears a WRKY domain of 59 residues starting at aa 111, including the WRKYGQK conserved stretch as labeled in **Figure 1A**, and followed by an atypical C_2_HC zinc-finger motif, **C**-X_7_-**C**-X_23_-**H**T**C** (from Cys134 to Cys169, **Figure 1A**). Besides, SlWRKY3 carries the conserved motif 17 of unknown function in its N-terminal end, shared between members of Group III and Group II-b of the tomato WRKY proteins family (Huang et al., 2012), as well as two serine rich regions (residues 79–86 and 224–227) (**Figure 1A**).

**FIGURE 1:**
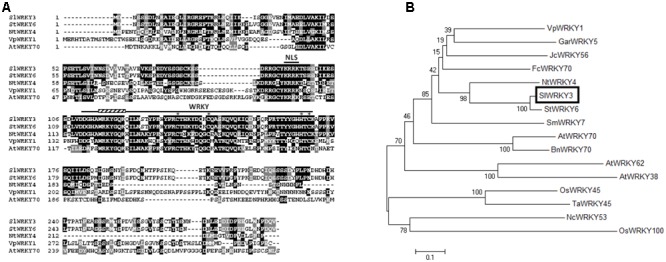
Identification of SlWRKY3. **(A)** Comparison of SlWRKY3 sequence with StWRKY6, NtWRKY4, VpWRKY1, and AtWRKY70. Identical residues are colored in black, and conserved residues in dark gray. The WRKY domain and the putative nuclear localization site are labeled. The Cys and His residues forming the zinc-finger motif are indicated by stars. **(B)** Phylogenetic analysis of SlWRKY3 and related proteins: StWRKY6, NtWRKY4, GarWRKY5, JcWRKY56, FcWRKY70, SmWRKY7, VpWRKY1, AtWRKY70, AtWRKY62 and AtWRKY38, NcWRKY53, BnWRKY70, OsWRKY45, OsWRKY100, and TaWRKY45. The phylogenetic tree was constructed according to the neighbor-joining method, using MEGA6 (Tamura et al., 2013). The percentage of reliability of each branch point of the rooted tree, as assessed by the analysis of 1000 trees (bootstrap replicates), is shown on the branch stem.

A phylogenetic tree of SlWRKY3 and 15 additional WRKY proteins belonging to the sub-group III was constructed by means of the neighbor-joining method using full-length aa sequences (**Figure 1B**). SlWRKY3 clusters with the potato (*S. tuberosum*) StWRKY6 and tobacco (*Nicotiana tabacum*) NtWRKY4, both induced by pathogens and/or SA (Chen and Chen, 2000) (**Figure 1B**). It also clusters with *Fortunella crassifolia* FcWRKY70 (Gong et al., 2015), JcWRKY56 (Xiong et al., 2013), *G. aridum* GarWRKY5 (Fan et al., 2015), and *Vitis pseudoreticulata* VpWRKY1 (Li et al., 2010), all of them known to respond to drought and/or salinity stresses. The second group also comprises WRKY proteins implicated in osmotic stresses tolerance (OsWRKY100, NcWRKY53, OsWRKY45) and/or pathogens response (AtWRKY70, BnWRK70, TaWRKY45, OsWRKY45, AtWRKY62, and AtWRKY38) (Kim et al., 2008) (**Figure 1B**), which are differently modulated by SA, jasmonic acid (JA), ethylene and abscisic acid (ABA).

Main *trans*-regulation properties of SlWRKY3 were examined, including subcellular localization, *trans*-activation ability, and DNA-binding specificity. *SlWRKY3* ORF fused in frame in its N-terminal end to the yellow fluorescent protein (YFP) coding sequence under control of the cauliflower mosaic virus *35S* promoter was transiently introduced into tomato protoplasts. As shown in **Figure 2A** (a,a′), the YFP-SlWRKY3 fusion protein was strictly localized in the nucleus, while free YFP was distributed throughout the cytosol in addition to the nucleus [**Figure 2A** (b,b′)]. These results are in agreement with the expected role of TFs.

**FIGURE 2:**
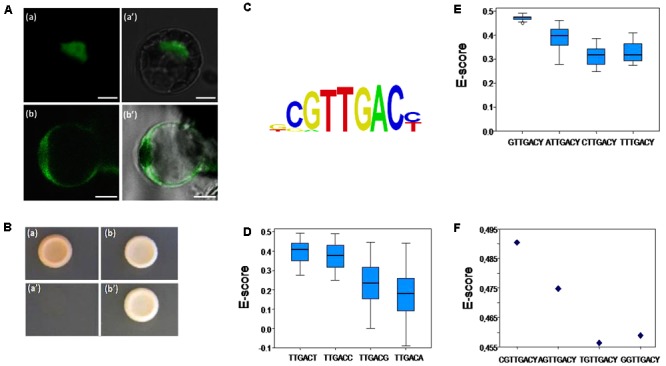
SlWRKY3 subcellular localization, *trans*-regulation properties and DNA-binding specificities. **(A)** Transient expression of YFP-SlWRKY3 fusion protein and control YFP in tomato leaf protoplasts. (a,a′) YFP-SlWRKY3 fluorescence and bright field/YFP fluorescence, respectively. (b,b′) Control YFP fluorescence and bright field/YFP fluorescence, respectively. Scale bar indicates 5 μM. **(B)** SlWRKY3 transactivation ability. *SlWRKY3* coding region was fused to GAL4-DBD into the pGBKT7 vector carrying the nutritional marker *TRP1* as reporter gene. The resulting plasmid, and the empty pGBKT7 vector used as negative control, were transformed into the yeast strain Y8930 harboring *ADE2* and *HIS3* reporter genes. Yeasts were separately grown on SD (synthetic dropout) medium lacking either tryptophan (a,b; pGBKT7 or GAL4-DBD-SlWRKY3, respectively), or adenine and histidine (a′,b′; pGBKT7 or GAL4-DBD-SlWRKY3, respectively). **(C)** Position weight matrix (PWM) representation of the top scoring 8-mer obtained in “seed-and-wobble” algorithm. **(D)** Box plot of the distribution of enrichment scores (*E*-scores) of all possible 8-mers containing the indicated elements. Boxes represent quartiles 25–75%, black line represents the median of the distribution (quartile 50%) and bars indicate quartiles 1 to 25% (above) and 75 to 100% (below). The higher and sharper distributions of *E*-scores corresponding to TTGACT and TTGACC motifs reflect higher binding affinity of SlWRKY3 to these elements. **(E)** Box plot of the distribution of *E*-scores of all possible 8-mers containing the indicated elements varying at their 5′-end nucleotide, showing highest affinity of SlWRKY3 for the DNA element GTTGACY. Representation of the boxes is as in **(D)**. **(F)** *E*-scores of the 8-mers indicated in the Figure. Each point represents the average of two different *E*-scores, corresponding to NGTTGACC and NGTTGACT. Highest affinity was observed for CGTTGACY, as represented in the logo representation in **(C)**. In spite of this, all the 8-mers containing the element GTTGACY were very efficiently recognized by SlWRKY3.

Next, SlWRKY3 capacity to activate a downstream gene expression was assessed in yeast. *SlWRKY3* coding sequence was cloned in frame to the GALACTOSE 4 (GAL4) DNA binding domain (Trp^+^ plasmid) and the construct introduced into the Y8930 yeast strain carrying the *ADENINE 2* and the *HISTIDINE 3* nutritional markers for adenine and histidine auxotrophy. As observed in **Figure 2B**, yeasts transformed with *SlWRKY3* were able to rapidly grow on control medium lacking tryptophan [**Figure 2B** (b)] and on selective medium lacking histidine and adenine [**Figure 2B** (b′)]. In contrast, yeasts carrying an empty vector could only grow on medium devoid of tryptophan [**Figure 2B** (a,a′)]. These results indicate that SlWRKY3 is a strong transcriptional activator.

Finally, SlWRKY3 DNA binding specificities were assessed *in vitro* according to a protein binding microarray approach (Godoy et al., 2011). SlWRKY3 coding sequence was fused in frame to the maltose-binding protein, and the fusion protein hybridized to the Protein-Binding-Microarray 11 (Godoy et al., 2011). Results indicate that SlWRKY3 binds to the consensus CGTTGACY (Y, pyrimidine) element (**Figure 2C**) that contains the core W-box described for other WRKY TFs (Ciolkowski et al., 2008). Likewise, the binding preferences to C or T at the 3′-end of the W-box were assessed. We observed similar binding affinity for W-boxes containing any of the pyrimidine residues, although a slight preference for T was observed (**Figure 2D**). By contrast, “mutant” W-boxes containing a purine residue at 3′ were poorly recognized by SlWRKY3 (**Figure 2D**). Similarly, a detailed analysis of binding preferences to the W-box with different flanking nucleotides at the 5′-end was conducted. In this case, SlWRKY3 binds more efficiently to W-box containing G at the 5′-end (**Figure 2E**), and even higher to DNA elements with CG at their 5′-end (**Figure 2F**).

*SlWRKY3* expression profile during plant development was assessed by quantitative RT-PCR (qRT-PCR). In vegetative organs (**Figure 3A**), *SlWRKY3* transcripts accumulate mostly in old leaves (∼16 times more transcripts than in young leaves or roots), followed by the stem. In reproductive organs (**Figure 3B**), *SlWRKY3* is highly expressed in the red fruit, with 12.6 more transcripts than in the flower or during early stages of fruit development (green and breaker stages). Taken together, these results indicate that *SlWRKY3* is predominantly expressed in old leaves and red mature fruit, and could thus be involved in regulation of senescence-related processes.

**FIGURE 3:**
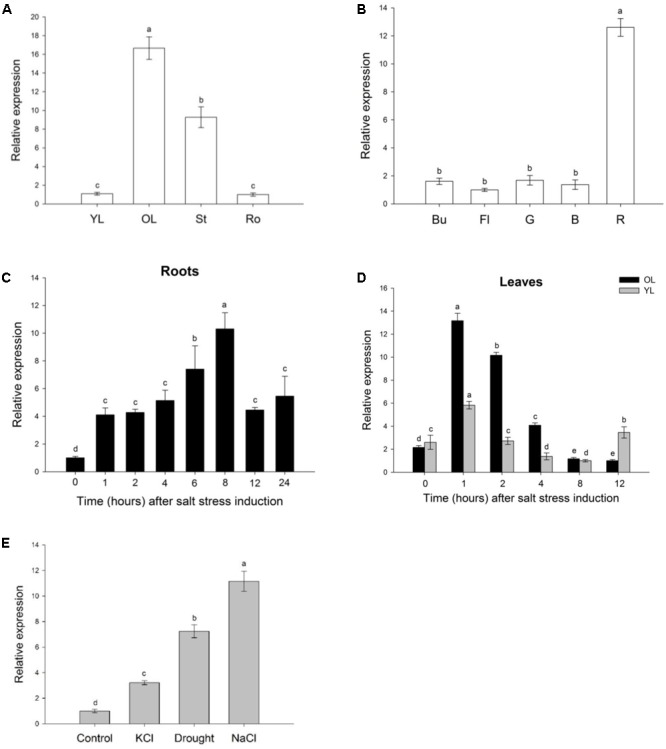
Analysis of *SlWRKY3* expression profile. QRT-PCR analysis of *SlWRKY3* spatio-temporal expression profile during tomato plant development, in vegetative organs **(A)** and reproductive organs **(B)**. QRT-PCR analysis of *SlWRKY3* expression pattern in response to salinity (150 mM NaCl) in **(C)** roots or **(D)** leaves (young leaves (YL) and old leaves (OL), separately). *SlWRKY3* weakest relative expression (value is 1) occurs at 8 h for YL and 12 h for OL. **(E)** Expression of *SlWRKY3* in tomato roots exposed to 150 mM NaCl, 150 mM KCl or drought. *Actin* and *GAPDH* were used as internal controls. Data represent means and SDs of three technical replicates (*n* = 4 plants). Different letters indicate significant differences between treatments according to the Student-Newman-Keuls test at *P* < 0.05. Ro, roots; St, stem; Bu, bud; Fl, flower; G, green stage; B, breaker stage; R, red stage of tomato fruit development.

### *SlWRKY3* Is Induced by Different Osmotic Stresses

To investigate the putative involvement of SlWRKY3 in salt stress response, *SlWRKY3* expression under short-term salinity stress (150 mM NaCl, 24 h) was analyzed by qRT-PCR. In roots, *SlWRKY3* expression was rapidly induced, and gradually increased with time, before peaking 8 h after stress onset with transcripts accumulating 10 times more than in control roots. *SlWRKY3* expression subsequently decreased, but corresponding transcripts remained nearly five times higher 24 h after salt stress beginning than in untreated (T0) roots (**Figure 3C**). In tomato leaves, *SlWRKY3* transcripts accumulation followed a similar pattern in young and old leaves (**Figure 3D**). Indeed, *SlWRKY3* transcripts rapidly accumulated, with a peak of abundance occurring as soon as 1 h after salt stress onset. *SlWRKY3* expression steadily decreased afterward. Twelve hours after stress commencement, *SlWRKY3* transcripts remained slightly similar in salt treated young leaves, and were two times less abundant in old leaves, than in untreated leaves (**Figure 3D**).

*SlWRKY3* expression under additional osmotic stresses was investigated in tomato roots exposed for 3 h to 150 mM NaCl, 150 mM KCl or drought (air drying). As observed in **Figure 3E**, *SlWRKY3* transcripts were the most abundant in case of NaCl treatment (11.15 more transcripts than in untreated roots), followed by drought and KCl treatment. Altogether, these results suggest that *SlWRKY3* is up-regulated by different osmotic stresses.

### SlWRKY3 Is Involved in Salicylic Acid Signaling

Phytohormones including ABA, zeatin (cytokinin, CK), indole acetic acid (auxin, IAA) and SA were separately added to tomato hydroponic cultures. Hormonal effects on *SlWRKY3* expression were analyzed by qRT-PCR on tomato roots 3 h after treatments onset, and compared to untreated plants for ABA, CK, and IAA (**Figure 4A**) or mock plants (treated with 0.044% ethanol) for SA (**Figure 4B**). As reported in **Figure 4A**, CK treatment significantly (*P* < 0.05) enhanced 2.5 times *SlWRKY3* transcripts accumulation compared to untreated roots. Similarly, after SA treatment, *SlWRKY3* transcripts increased 12 times compared to mock plants. Neither exogenous ABA nor IAA hormones could remarkably modify *SlWRKY3* expression in the tested conditions.

**FIGURE 4:**
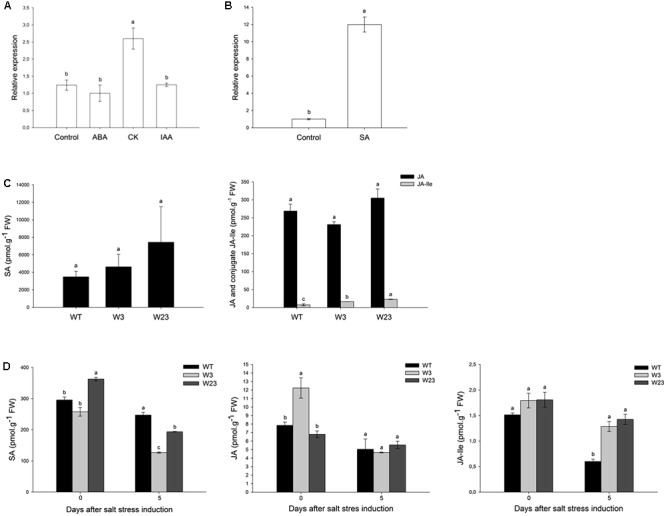
*SlWRKY3* hormonal regulation. **(A,B)** QRT-PCR analysis of *SlWRKY3* expression in response to different hormonal treatments. *EF1*α and *GAPDH* were used as internal controls for ABA, CK, and IAA treatments, while actin and *GAPDH* were used as internal controls for SA treatment. Data represent means and SDs of three technical replicates (*n* = 6 plants). **(C)** Hormonal contents of *35S*::*SlWRKY3* (W3 and W23) and WT tomato seedlings grown *in vitro* on regular MS medium. **(D)** Hormonal contents in Leaf 4 of transgenic and WT plants grown in hydroponics under control conditions or 5 days on 125 mM NaCl. Data represent means and SDs of two readings of the same extract (*n* = 4 plants). Different letters indicate significant differences between treatments or tomato lines according to Student–Newman–Keuls test at *P* < 0.05. SA, salicylic acid; JA, jasmonic acid; JA-Ile, jasmonoyl-isoleucine; CK, cytokinins; ABA, abscisic acid; IAA, indole-3-acetic acid; CK, cytokinin. FW, fresh weight.

To gain further insights onto *SlWRKY3* hormonal regulation, tomato overexpressing *SlWRKY3* ORF driven by the CaMV*35S* promoter were generated (described below). Hormonal contents of 3-weeks old seedlings (four leaves stage) grown *in vitro* were analyzed in two F2 transgenic lines (W3 and W23) and compared to wild-type (WT) plants (**Figure 4C**). Under normal conditions of growth, *SlWRKY3*-transgenic tomatoes accumulated a higher mean SA contents (4624 pmol/g FW and 7429 pmol/g FW for W3 and W23, respectively) than WT (3888 pmol/g FW). Over-accumulation of SA is often correlated with reduced amounts of JA. Comparable JA contents were, however, measured in transgenic tomatoes (231 pmol/g FW and 305 pmol/g FW for W3 and W23, respectively) and WT (268 pmol/g FW) (**Figure 4C**). In contrast, the JA conjugate jasmonoyl-isoleucine (JA-Ile), representing the bioactive form of the hormone, was more profuse (*P* < 0.05) in transgenic tomatoes than in WT.

Total phytohormones were then extracted from Leaf 4 of plants grown in hydroponics under control conditions (no treatment) or 5 days after stress (125 mM NaCl) initiation (**Figure 4D**). In the absence of salt treatment, W23 and W3, respectively, accumulated more and less SA than WT. Salinity decreased SA contents for all type of plants and after 5 days, W3 and W23 accumulated up to 50% less SA than WT. Similar results have been described for JA, since JA contents were higher in W3 (12 pmol/g FW) than W23 or WT under control conditions, and salt negatively affected JA accumulation for WT, W3 and W23. Finally, before stress application, all lines accumulated comparable JA-Ile contents (∼1.5 pmol/g FW). Although salt stress decreased JA-Ile contents in WT and transgenic plants, these concentrations remained up to 60% higher in W3 and W23 than in WT.

### *35S*::*SlWRKY3* Tomatoes Show Improved Tolerance to Salinity

In Arabidopsis, *SlWRKY3* overexpression improved plant germination efficiency in presence of NaCl, mannitol and KCl (Supplementary Figure S1). Functional analysis of SlWRKY3 was subsequently assessed in homologous system. *SlWRKY3* was introduced in tomato under control of the CaMV*35S* promoter as reported above. Analyses were conducted on the three F2 transgenic lines W3, W9, and W23, and compared to WT. Tolerance of transgenic and WT tomatoes to long term salinity constraint (125 mM NaCl, 20 days) was investigated using hydroponic cultures. All type of plants were in parallel cultivated in control conditions (no treatment) (Supplementary Figures S2–S4).

Compared to control conditions (Supplementary Figure S2), salinity affected shoot and root growth (**Figures 5A,B**). Before stress initiation, transgenic and WT lines presented comparable aerial part (∼4 g) and roots (∼2 g) weight. As soon as 5 days after salt stress beginning, W3, W9, and W23 plants grew significantly (*P* < 0.05) better than WT. Twenty days after stress initiation, the weight of WT plants shoot was up to 45% less than that of transgenic lines (**Figure 5B**). A similar tendency was observed for roots, since transgenic plants significantly (*P* < 0.05) displayed during salinization term a higher formation of roots fresh weight (FW) than WT. All transgenic lines significantly (*P* < 0.05) showed in addition during stress period higher relative water content of Leaf 4 than WT (**Figure 5C**). Furthermore, leaf 4 stomatal conductance of transgenic and WT tomatoes was similar (∼350 mmol/m^2^.s) before salt stress onset (**Figure 5D**). Five days after stress establishment, *g*_s_ started to decrease by around 50% for all type of lines, and even to less than 20% of its initial value 10 days after stress beginning. Finally, after 20 days of exposure to salinity, W3 (59.3 mmol/m^2^.s), W9 (62.5 mmol/m^2^.s), and W23 (99.5 mmol/m^2^.s) presented a better *g*_s_ than WT (42.3 mmol/m^2^.s). Evaluation of chlorophyll *a* (Chl *a*) contents of Leaf 4 were also in agreement with positive effects of *SlWRKY3* overexpression on photosynthesis efficiency. Salinity reduced indeed Chl *a* contents in all tomato lines (**Figure 5E**). However, these contents remained significantly (*P* < 0.05) higher in *35S::SlWRKY3* than in WT.

**FIGURE 5:**
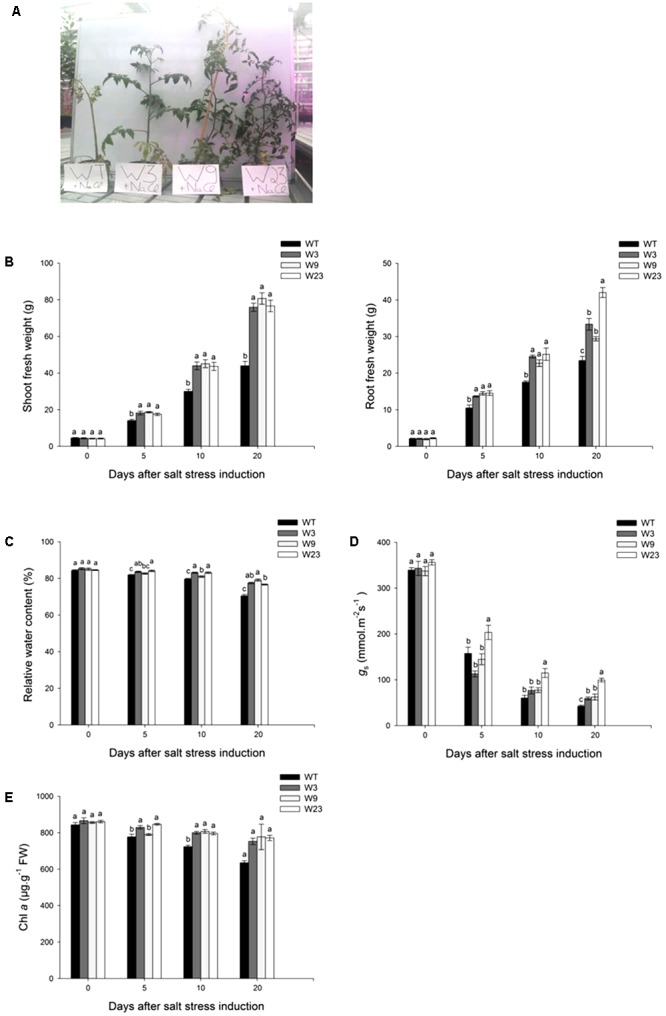
Evaluation of growth and photosynthesis parameters of *35S*::*SlWRKY3* (W3, W9, and W23) and WT tomato plants exposed to long-term salt stress (125 mM NaCl, 20 days). **(A)** Phenotype of *35S::SlWRKY3* and WT plants exposed to 20 days salinity. **(B)** Shoot and root fresh weight. **(C)** Relative water content and **(D)** Leaf stomatal conductance (*g*_s_) of Leaf 4. **(E)** Chlorophyll *a* (Chl *a*) contents of Leaf 5. Data represent means ± SEs of four biological replicates. Letters indicate values that significantly differ between *SlWRKY3* transgenic tomatoes and WT according to Student–Newman–Keuls test at *P* < 0.05.

One strategy of glycophyte plants to cope with the ionic component of salt stress comprises selective exclusion of Na^+^, and maintenance of high K^+^ or Ca^2+^ concentrations necessary to proper cellular metabolism and enzymatic activity. Before stress initiation, WT and transgenic tomatoes accumulated less than 0.2 mg/kg dry weight (DW) Na^+^ (**Figure 6A**). Sodium contents increased in all type of plants over stress period, and 5 days after stress onset, transgenic lines significantly (*P* < 0.05) exhibited lower contents of Na^+^ as compared to WT. Comparable tendencies were observed 10 and 20 days after treatment onset. A similar analysis of K^+^ and Ca^2+^ content was conducted on the same leaf 4. Before salt application, all type of lines showed similar K^+^ contents (between 46 and 54 mg/kg DW) (**Figure 6B**). These concentrations decreased with time and 20 days after salinity onset, WT exhibited the lowest concentration of K^+^. Salinity affected as well calcium accumulation to a much greater extent in WT than in transgenic lines (**Figure 6C**). Altogether, these results showed a limited Na^+^ accumulation in *SlWRKY3* gain-of-function tomatoes over salinity stress period, together with preservation of K^+^ and Ca^2+^ balance.

**FIGURE 6:**
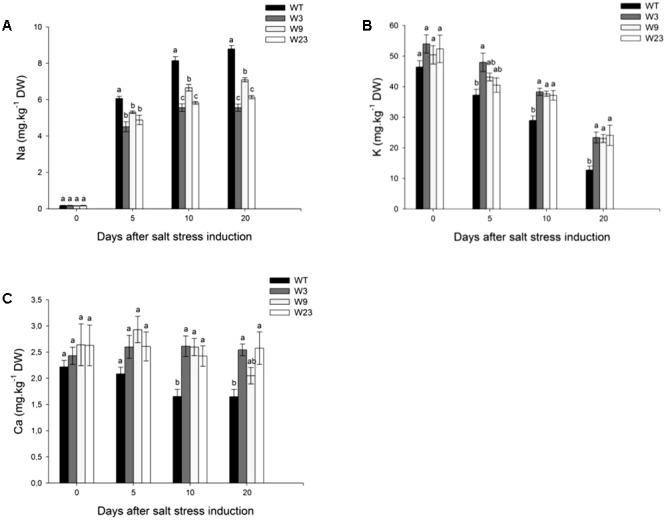
Ions accumulation in Leaf 4 of *35S*::*SlWRKY3* (W3, W9, and W23) and WT tomato plants exposed to long-term salt stress (125 mM NaCl, 20 days). **(A)** Sodium (Na), **(B)** Potassium (K), and **(C)** Calcium (Ca) contents. Data represent means ± SEs of four biological replicates. Letters indicate values that significantly differ between *SlWRKY3* transgenic tomatoes and WT according to Student–Newman–Keuls test at *P* < 0.05.

In the absence of stress, Leaf 5 osmotic potential Ψs was ranging between -0.23 and -0.31 MPa for WT and transgenic lines. Ψs values remained statistically lower at 10 and 20 days after stress initiation for all transgenic lines than for WT (**Figure 7A**). This prompted us to examine which metabolites could differentially accumulate between WT and transgenic lines. Before salt treatment, WT and transgenic lines accumulated less than 10 μmol/g FW proline (**Figure 7B**). Salinity dramatically increased proline contents for all type of tomato plants as early as 5 days post-stress, but up to 50% more for WT than for transgenic lines.

**FIGURE 7:**
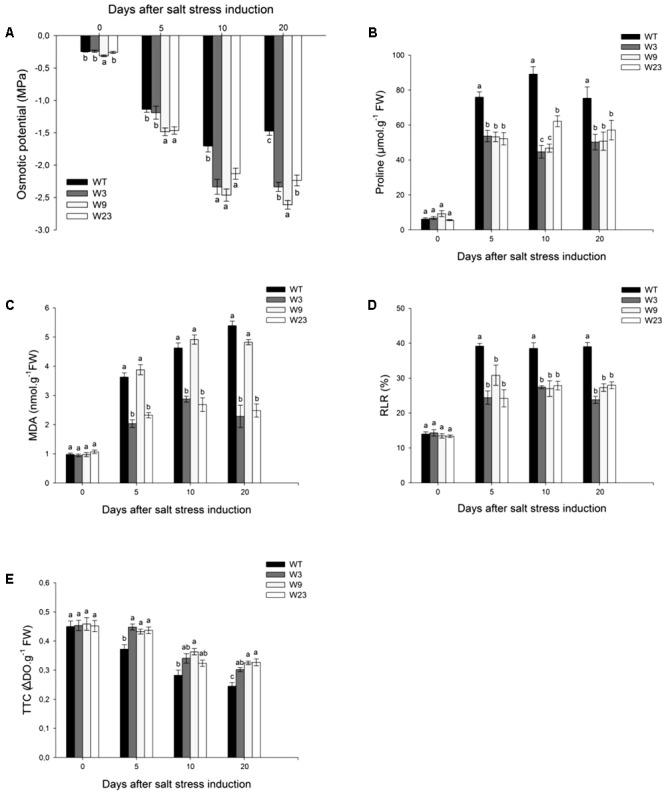
Evaluation of oxidative-stress related parameters of *35S*::*SlWRKY3* (W3, W9 and W23) and WT tomato plants exposed to long-term salt stress (125 mM NaCl, 20 days). **(A)** Osmotic potential of Leaf 5. **(B)** Proline and **(C)** Malonyldialdehyde (MDA) contents of Leaf 5. **(D)** Relative leakage rate (RLR) and **(E)** 2,3,5-triphenyltetrazolium chloride (TTC) staining measured on Leaf 5. Data represent means ± SEs of four biological replicates. Letters indicate values that significantly differ between *SlWRKY3* transgenic tomatoes and WT according to Student–Newman–Keuls test at *P* < 0.05.

Next, effects of induced senescence due to sodium toxicity were assessed, including membrane lipid peroxidation which was evaluated through malonyldialdehyde (MDA) quantification (**Figure 7C**). Before stress onset, WT and transgenic plants showed similar MDA values (∼1 nmol/g FW). Salinity strongly increased MDA contents in all plants, and 20 days after salt stress onset, W3 (2.3 nmol/g FW) and W23 (2.5 nmol/g FW) showed up more than 50% less MDA than WT (5.4 nmol/g FW) or W9 (4.8 nmol/g FW). Likewise, evaluation of the relative leakage rate (RLR) revealed that *35S::SlWRKY3* lines displayed over stress period a lower RLR than WT (**Figure 7D**). Reduction of 2,3,5-triphenyltetrazolium chloride (TTC) to formazan is also a direct index of plant tissue viability. No difference was recorded between transgenic lines and WT in the absence of stress (**Figure 7E**). Salinity induced a progressive decrease in TTC reduction for all types of lines. However, tissue viability remained over stress period significantly higher for transgenic than for WT tomatoes (**Figure 7E**).

In summary, upon salinization, *35S::SlWRKY3* transgenic plants display a better osmotic adjustment, detoxification of reactive oxygen species (ROS), and membrane protection than WT.

### Transcriptome Analysis of Tomato *SlWRKY3*-Overexpressing Lines

A commercial Affymetrix tomato microarray representing 43,803 tomato probes was used to find out differentially expressed genes between WT and the W3 transgenic line. 

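RNA from whole seedlings of the W3 line and of WT, 4 weeks old and grown on MS medium without salt, was compared in 2 hybridisations of a 2-colour array, in which the RNA of one line is labelled with a red dye and that of the other with a green dye before both are hybridised together. The deposited values are spot tables of Agilent's Feature Extraction software. They list 43803 spots other than controls, for 43603 probes of 60 bases and 33942 transcript names. According to the labels, array 1 held W3 in red and WT in green, and array 2, labelled as the dye swap, held WT in red and W3 in green. The paper's methods call the repetition technical, so the arrays were counted as 2 hybridisations of 1 comparison. The differences between the lines therefore have no replicate check, and no p-value is given for them. Signals were low. The median spot reached 84.3 in red and 94.1 in green on array 1, where the median negative control spot reached 67.3 and 78.3. On array 2 the median spot reached 102 in red and 108.9 in green, and the median negative control 80.6 and 93.4. The software marked 35.7% of the spots as well above background in red and 25.0% in green on array 1, and 28.6% in red and 14.6% in green on array 2. No spot was saturated. Background was corrected here with limma's normexp method and an offset of 50, which draws the ratios of dim spots towards 1, and the ratios were normalized by loess within each array and turned to W3 over WT by the labelled dyes. A probe was retained if it was well above background in at least one RNA on both arrays and was called at a mean log2 ratio of at least 1, which is 2-fold, with the same direction on both arrays. Ratios were also taken as red over green on both arrays, without turning array 2, with the same filter applied to the dyes. That second direction was chosen after the values were seen. Where one dye was not well above background for a transcript on either array, the fold is given as a lower bound, the mean normalized signal of the bright dye over the higher of the dim dye's own signal and the lowest signal that was well above background on that array. The Feature Extraction software's own ratio, which replaces dim signals by stand-in values, was converted from log10 to a linear fold for comparison. Such bounds and folds are open to dye bias unless the dyes are balanced by a swap.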

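SlWRKY3 is the gene over-expressed in the W3 line, and it was examined first because it checks the dye labels. The array carries 6 probes for it, all under AK322575. On array 1, 4 of them were well above background in red, with log2 ratios of red over green of 0.85, 1.28, 1.68 and 2.01. The same 4 probes were well above background in red on array 2, with log2 ratios of 1.06, 1.65, 1.77 and 2.11 in the same order. Green, which holds WT on array 1 and W3 on array 2 by the labels, was well above background for 1 of the 4 probes on array 1 and for none on array 2. SlWRKY3 was therefore brighter in red on both arrays, whereas the labels place W3 in red on one array and in green on the other. Turned by the labels, the mean log2 ratio of W3 over WT was -0.10 over the 4 probes and -0.04 for the single probe that passed the filter in that direction. Read as red over green on both arrays, the mean log2 ratio of the 4 probes was 1.55, and the mean linear fold from the Agilent software over the same 4 probes was 13.6 on array 1 and 15.4 on array 2. Each of the 4 probes lay at or above the 99.4th percentile of red over green among the 500 probes nearest to it in signal. Of the 2 probes that stayed near background in both dyes, one has the sequence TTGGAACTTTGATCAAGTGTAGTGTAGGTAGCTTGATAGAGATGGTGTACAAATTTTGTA, in which the stop codon of the reading frame ends at base 22 and 38 bases lie past it. Its log2 ratio of red over green was 0.09 on array 1 and 0.18 on array 2. A probe that overlaps it, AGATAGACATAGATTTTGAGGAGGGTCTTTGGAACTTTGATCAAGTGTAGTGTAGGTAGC, ends 10 bases past the stop codon and had signals of 221.2 and 310.4 in red and of 88.3 and 103.0 in green. The position of the other dim probe in the transcript was not determined.

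**Figure D1:**
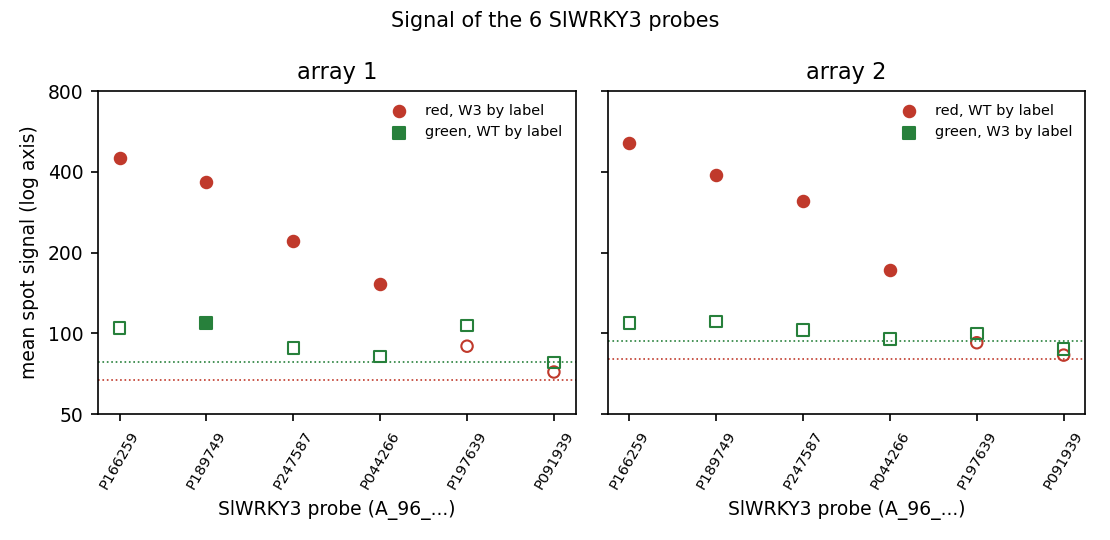
Mean spot signal (log axis) of the 6 SlWRKY3 probes on array 1 (left) and array 2 (right), in red (circles) and green (squares), with filled symbols for signals well above background, open symbols for the others, and dotted lines at the median negative control of each dye. On both arrays the same 4 probes stand out in red, up to 451.7 on array 1 and 511.8 on array 2, and green stays at 110.8 or below.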

Analysis was conducted on tomato seedlings grown *in vitro* under normal growth conditions and allowed identification of 804 up-regulated and 166 down-regulated genes differentially (*P* ≤ 0.05) expressed between W3 and WT (**Figure 8A**).

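With the ratios turned to W3 over WT by the labelled dyes, 0 of the 9430 probes were at least 2-fold higher in W3 and 3 were at least 2-fold lower. The 3 lower probes (for GO376337, AK319386 and AK323872) lie close together on the slide, between rows 298 and 307 in columns 83 and 84, and their log2 ratios were -0.42, -0.18 and -0.39 on array 1 against -2.26, -4.41 and -1.82 on array 2. With red over green on both arrays, 252 of 12171 probes were at least 2-fold brighter in red and 38 were at least 2-fold brighter in green. These counts moved most under limma's moderated test over the 2 arrays without a minimum size of change, to 3673 probes brighter in red and 1866 brighter in green at an unadjusted p of at most 0.05, which covers the spread between hybridisations only. The software's own ratios gave 2030 probes brighter in red and 265 brighter in green, and turned by the labels they gave 8 higher and 29 lower in W3. Median centring in place of loess gave 1153 brighter in red and 8 brighter in green, and moved the median log2 ratio of the 12171 probes from 0.07 to 0.37. Across the 6137 probes well above background in both dyes on both arrays, the log2 ratios of red over green on the 2 arrays correlated with r = 0.88, and across all 12171 probes with r = 0.82. These are correlations across probes, which are not independent replicates, and a difference between the lines on arrays with exchanged dyes gives a negative one. In a simulation, the signals of 200 probes were changed 4-fold in the channel that holds W3 by the labels, and 198 of them were called in the direction given to them. These 200 were drawn from probes well above background in both dyes on both arrays, so the simulation does not cover dim transcripts. Array 1 alone had 264 probes at least 2-fold higher and 44 lower in W3 by its labels, and array 2 alone had 27 higher and 168 lower.

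**Figure D2:**
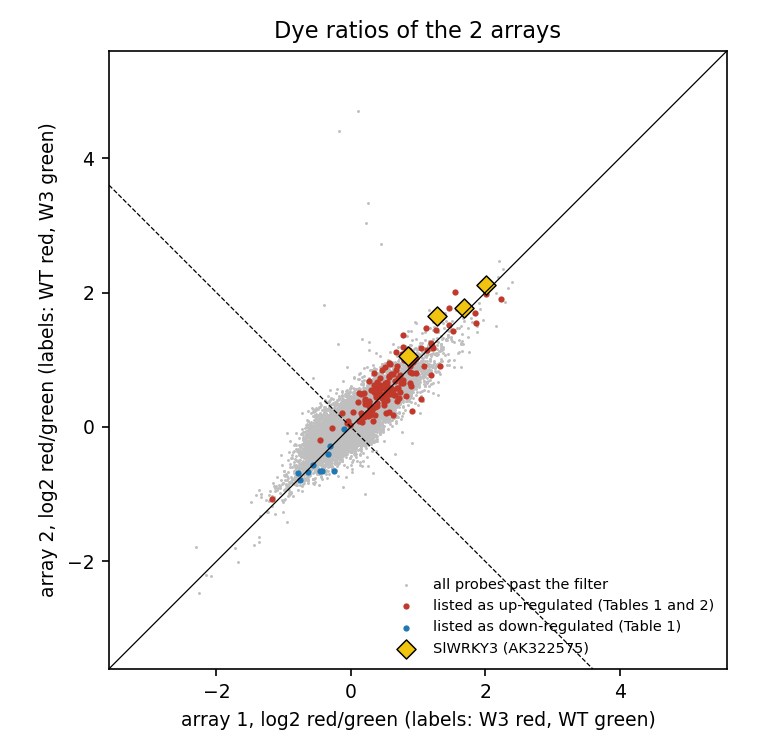
Log2 ratio of red over green on array 1 (x axis) and on array 2 (y axis) for the 12171 probes past the filter (grey), with the probes of transcripts listed as up-regulated (red) or down-regulated (blue) in Tables 1 and 2 and the 4 SlWRKY3 probes (yellow). Probes follow the solid diagonal, on which both arrays have the same red over green ratio, and not the dashed one, on which a true dye swap places differences between the lines.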

**FIGURE 8:**
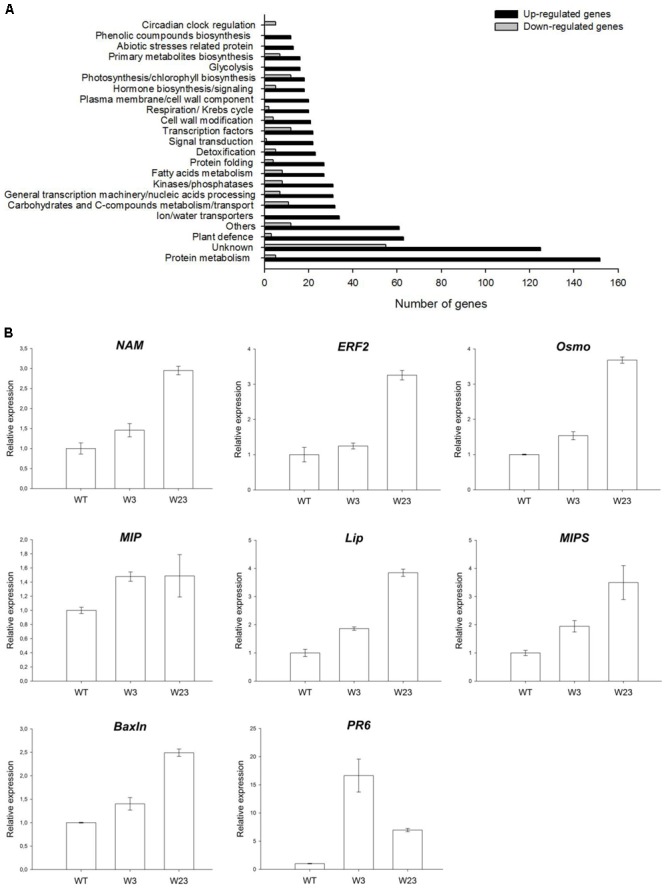
Microarray analysis of differentially regulated genes between WT and W3-line tomatoes. **(A)** Number and categories of genes up- and down-regulated in tomato W3 transgenic line compared to WT. **(B)** QRT-PCR analysis of SlWRKY3 putative target genes in transgenic tomato lines W3 and W23, comparatively to WT. *Actin* and *GAPDH* were used as internal controls. Data represent means and SDs of three technical replicates (*n* = 4 plants). NAM (No Apical Meristem) transcription factor; ERF2, Ethylene Response Factor 2; Osmo, osmotin; MIP, membrane intrinsic protein (aquaporin); Lip, lipase; MIPS, myo-inositol phosphate synthase; BaxIn, BAX Inhibitor; PR6, pathogenesis-related 6.

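Table 1 lists 19 accessions as up-regulated TFs, and each of the 19 had at least one probe past the filter on red over green. All 19 were brighter in red on both arrays, that is in the dye labelled as W3 on array 1 and as WT on array 2. For 10 of them green was not well above background on either array, so that only a lower bound of the fold was measured. Among the AP2 family, AP2d (BP893968) had log2 ratios of red over green of 1.32 and 0.91 on the 2 arrays, with both dyes well above background, and RAV2 (AK320001) had 0.53 and 0.47. The 4 probes of DREB3 (AK322452) averaged 0.46 and 0.47. Pti4 (AK319979) was at least 1.31-fold and ERF2 (AW034241) at least 1.25-fold brighter in red, while the Agilent software's linear folds, averaged over the arrays, were 3.43 and 4.27. Of the 3 bZIP accessions, AW651406 was at least 1.43-fold and AK224603 at least 1.17-fold brighter in red, and the 5 probes of AK326827 had mean log2 ratios of 0.25 and 0.31. Turned to W3 over WT by the labels, 9 of the 19 accessions passed the filter, with mean log2 ratios from -0.30 to 0.32, and none reached 2-fold.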

Among differentially up-regulated genes, 19 were encoding TFs, with 5 of them belonging to the large AP2 family, and 3 to the bZIP-type regulators (**Figure 8A** and **Table 1**). 

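Among the other listed TFs, the WRKY accession BM412776 had log2 ratios of red over green of 0.78 on array 1 and 1.37 on array 2, with green well above background on 1 of the arrays. With AP2d and SlWRKY3 itself, it was one of the 3 accessions of the list that were at least 2-fold brighter in red. With the Agilent software's ratios 16 of the 19 were. The zinc finger Stress-associated protein 6 (AJ784616) was at least 1.49-fold brighter in red, and the CONSTANS-like zinc finger (EU636698) had log2 ratios of 0.62 and 0.47. NAM-like (AK324393) was at least 1.13-fold and BTF3-like (BG627283) at least 1.33-fold brighter in red. As for the AP2 and bZIP accessions, red is W3 by the labels on array 1 only.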

Additional families of TFs were also represented such as zinc-finger, NAM/NAC, and WRKY. Similarly, down-regulated TFs included zinc-finger, WRKY, basic Helix-Loop-Helix (bHLH) and MADS-box members, among others, indicating that constitutive expression of *SlWRKY3* affected different types of downstream regulators (**Table 1**). 

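Of the 11 accessions listed as down-regulated TFs, 6 had no probe well above background in the same dye on both arrays (CONSTANS-LIKE 9 and 10, the WRKY accessions AW622759 and AK247980, the bHLH accession BI935893 and the MADS box accession AK327992), and no fold is given for them. The other 5 were brighter in green on both arrays, and none of them reached 2-fold. Without the filter all 11 were brighter in green on both arrays, again with none at 2-fold, and without normalization BI925618 was no longer brighter in green on both. The log2 ratios of red over green on arrays 1 and 2 were -0.75 and -0.79 for CONSTANS-LIKE 16 (DB690655), -0.39 and -0.47 for PIF1 (AK247135), -0.33 and -0.40 for the PHD finger accession (AK327530), -0.44 and -0.42 for Bell-like homeodomain protein 2 (BI925618), and -0.49 and -0.66 for the Tubby-like F-box protein (BI921917). The Agilent software's ratios placed 4 of these 5 at 2-fold or more. Green holds WT on array 1 and W3 on array 2 by the labels, and turned by the labels the mean log2 ratios of the 5 accessions lay between -0.01 and 0.09. From the presence of different TF families in both lists, the paper concludes that constitutive expression of SlWRKY3 affected different types of downstream regulators.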

Genes related to osmotic stress responses were of particular interest. 

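The 9 accessions listed in Table 2 as stress-related were all brighter in red on both arrays, the dye of W3 on array 1 and of WT on array 2 according to the labels. For 7 of them green was not well above background on either array. The chaperone Hsp90-1 (TA36603_4081) was at least 2.65-fold brighter in red, the wound/stress induced protein (AK329506) at least 1.86-fold, the dehydration-responsive protein RD22 (AK329158) at least 1.77-fold, the heat shock protein BG734684 at least 1.70-fold and caffeic acid O-methyltransferase II (TA38285_4081) at least 1.63-fold. The universal stress protein (AK328356) and cinnamyl alcohol dehydrogenase (AK323694) had bounds of 1.26-fold and 1.67-fold. The 2 probes of the low temperature and salt responsive protein (TA41419_4081), with green well above background for 1 probe on 1 array, had mean log2 ratios of red over green of 1.21 and 0.97. Phenylalanine ammonia lyase (AW035414), with both dyes well above background on both arrays, had 0.88 and 0.81. These last 2 accessions were the only ones of the list past the filter in the direction of the labels, with mean log2 ratios of W3 over WT of 0.03 each. The software's linear folds of red over green for the 9 accessions ranged from 2.59 to 10.5, with a median of 5.43. Array descriptions name heat shock proteins or chaperones for 33 accessions, of which 11 passed the filter. Their median log2 ratio of red over green was 0.12, at the 66.4th percentile of 10000 random lists of accessions with similar signals, and 2 of them were at least 2-fold brighter in red. Under median centring the median was 0.38, at the 62.6th percentile. Without the filter, the median of all 33 was 0.02, at the 94.3th percentile.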

Around 25 genes related to abiotic stresses response were differentially up-regulated in the W3 line, and included dehydration, wound, cold and salt stress responses proteins, as well as chaperones (**Table 2**). Interestingly, 34 genes coding for aquaporins and ions transporters were also significantly induced in W3 compared to WT, while detoxification enzymes such as glutathione-*S*-transferases and peroxidases were represented by 23 genes (**Table 2**).

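The 8 transporter accessions of Table 2 were each brighter in red on both arrays, and none reached 2-fold. The inorganic phosphate transporter (AK324945) had mean log2 ratios of red over green of 0.84 and 0.73 over its 2 probes, the Ca2+/H+-exchanging protein (AK322020) 0.51 and 0.48 over 5 probes, and the vacuolar H+-ATPase (AK319783) 0.22 and 0.20 over 5 probes. The other 5 had only lower bounds, from 1.14-fold for the vacuolar cation/proton exchanger (AW093618) to 1.54-fold for the metal transporter (AK322565). The Agilent software's linear folds for the 8 accessions ranged from 1.49 to 6.11, and its log ratios placed 7 of the 8 at 2-fold or more. In the detoxification group, the peroxidase BT013000 was at least 1.93-fold and the peroxidase TA38392_4081 at least 1.46-fold brighter in red, and the glutathione S-transferase AK327211 at least 1.34-fold. The glutathione S-transferase AK325343 had log2 ratios of 0.85 and 0.91. The 2 probes of another glutathione S-transferase, AK323682, went in opposite directions, with mean log2 ratios of 0.98 and -1.12, and their average was -0.07. With subtracted background, an offset of 0, median centring, no normalization or the software's ratios, this average was above 0 on both arrays. By the labels, red is W3 on array 1 and WT on array 2, and turned by the labels the 5 accessions of both groups that passed the filter had mean log2 ratios from -0.05 to 0.14. A search of the array's descriptions for aquaporins and transporters found 103 accessions, of which 25 passed the filter on red over green, 12 were brighter in red on both arrays and 1 was at least 2-fold brighter, or 9 with the software's ratios. Median centring, which shifts all probes towards red, gave 24 and 5. For glutathione S-transferases and peroxidases it found 39 accessions, of which 19 passed, 15 were brighter in red on both arrays and 1 was at least 2-fold brighter, or 6 with the software's ratios, and with that centring 18 and 3. On red over green the median log2 ratio was 0.34 for 8 glutathione S-transferases, at the 99.5th percentile of random lists with similar signals. It was 0.30 for 12 peroxidases, at the 98.2th percentile, and 0.76 for 3 aquaporins, at the 97.8th. For 22 transporters it was 0.10, at the 76.0th percentile. Turned by the labels, these medians were 0.07, -0.01, -0.04 and -0.04, at the 90.6th, 50.9th, 35.2th and 34.4th percentiles. Without the filter, the medians on red over green were 0.17 for 13 glutathione S-transferases and 0.06 for 27 peroxidases, at the 99.9th and 98.9th percentiles. They were 0.06 for all 7 aquaporins and -0.01 for 96 transporters, at the 83.9th and 56.5th percentiles. By the labels none of either set was 2-fold higher in W3. The search reaches only transcripts that the array's design describes by such a name.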

**Table 1:** Transcription factors encoding genes differently up-regulated or down-regulated (*P* ≤ 0.05) between *SlWRKY3*-transgenic tomato line W3 and WT.

Accession	Transcription factor family	Log2 fold
**Up-regulated genes**	
AK322452	DREB3	2.5
BP893968	AP2d	2.7
AK320001	RAV2	2.7
AK319979	Pti4	3.4
AW034241	ERF2	4.3
AW651406	bZIP	2.6
AK224603	bZIP	2.8
AK326827	bZIP	3.1
EU636698	CONSTANS-like Zinc Finger	3.5
AJ784616	Stress-associated protein 6 (Zinc finger)	6.7
BG627283	BTF3-like (NAC)	2.9
AK324393	NAM-like	5
BM412776	WRKY	5.8
AK322575	WRKY3	14.5
TC239950	TCP	2.5
AK319300	TCP transcription factor 14	3
TA41176_4081	GRAS 6	3.3
AK325371	Putative transcription factor	3.4
BP879218	Putative Squamosa promoter-binding protein	3.5
**Down-regulated genes**	
DB690655	CONSTANS-LIKE 16 Zinc Finger	3.9
DB697244	CONSTANS-LIKE 9 Zinc Finger	5.5
AW624869	CONSTANS-LIKE 10 Zinc Finger	6.8
AW622759	WRKY	3.9
AK247980	WRKY	5.2
AK247135	PIF1 (bHLH)	2.5
BI935893	putative bHLH	2.4
AK327992	MADS box	4
AK327530	PHD finger	2.2
BI925618	Bell-like homeodomain protein 2 (POX domain)	2.2
BI921917	Tubby-like F-box protein	2.6

**Table 2:** Up-regulated genes differently (*P* ≤ 0.05) expressed between *SlWRKY3*-line W3 and WT, and related to osmotic stress tolerance and plant defense.

Accession	Description	Log2 fold
**Stress-related proteins**
AK329158	Putative dehydration-responsive protein RD22	10.4
TA36603_4081	Chaperone Hsp90-1	10.1
AK329506	Wound/stress induced protein	8.3
BG734684	Heat shock protein 70	5.4
TA41419_4081	Low temperature and salt responsive protein	4.3
AK328356	Universal stress protein A-like protein	4
TA38285_4081	Caffeic acid *O*-methyltransferase II	10.5
AK323694	Cinnamyl alcohol dehydrogenase	5
AW035414	Phenylalanine ammonia lyase	2.6
**Water/ions transporters**
AK324945	Inorganic phosphate transporter	7.4
AK322565	Metal transporter	6.1
AK321157	Putative high-affinity nitrate transporter	5.3
AW093618	Vacuolar cation/proton exchanger 3-like	4.9
AK322020	Ca^2+^/H^+^-exchanging protein	4.8
BG130774	PIP-type aquaporin	4
NP000693	Sodium/potassium-transporting ATPase	2.9
AK319783	Vacuolar H^+^-ATPase	3
**Detoxification**
AK325343	Glutathione *S*-transferase	8
AK323682	Glutathione *S*-transferase	7.9
BT013000	Peroxidase	7.8
TA38392_4081	Peroxidase	7.3
AK327211	Glutathione *S*-transferase	5.6
**Hormones biosynthesis/signaling**
TA36689_4081	ACC oxidase	10.6
AW217769	Salicylic acid carboxyl methyltransferase	6.4
AK324766	Putative gibberellin 20 oxidase 1-like	5.8
AK224709	SAUR family protein	4.3
AK319805	LAX3	4.2
AK323740	ACC synthase 2	3
AK224691	Jasmonate ZIM-domain protein 3	2.8
**Fatty acids metabolism**
AW622151	Lipase/esterase	21.2
AK329281	Putative acyl-CoA synthetase	6.5
AK319365	Monogalactosyldiacylglycerol synthase 2	5.6
GO375192	Stearoyl-ACP desaturase	4.8
AK319952	Delta-9 fatty acid desaturase	4.5
**Plant defense**
AK322366	Osmotin (PR P23)	16.2
AW224719	NRC1/NBS-LRR type resistance protein	18.3
GO373278	Endochitinase	8.2
DB694032	Defensin	7.3
Y08804	Pathogenesis Related 6 (PR6)	6.6
AW031662	Glucan endo-1,3-beta-glucosidase B	6.6
AK247569	DCD (Development and cell Death) regulator	5.6
AK322997	Bax inhibitor	3
**Cell wall modification**
AJ560647	Expansin	5.9
BP904709	Pectin methylesterase	5
AK320289	GDP-mannose pyrophosphorylase	4.2
AK321776	Beta-glucosidase 01	3.1
AY497475	Xyloglucan endotransglucosylase-hydrolase XTH5	3
**Kinases**
BP908967	Serine/threonine-protein kinase	7.1
AI773030	LRR receptor-like serine/threonine-protein kinase	5.2
AK329792	Mitogen-activated protein kinase 3	4.3
AK325830	Serine/threonine-protein kinase	4.2
AW220068	CBL-interacting serine/threonine-protein kinase	3.3
AK319220	CBL-interacting serine/threonine-protein kinase	2.6

Differentially expressed genes related to hormone biosynthesis/signaling were likewise picked up (**Table 2**). This group encompassed genes coding for ACC oxidase and ACC synthase involved in ethylene biosynthesis, salicylic acid carboxyl methyltransferase (which catalyzes the formation of SA methyl salicylate involved in plant defense response), auxin-responsive SAUR (small auxin up RNA) and LAX3 (auxin influx carrier) proteins, as well as the jasmonate ZIM-domain protein 3, a repressor of the jasmonate pathway.

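Of the 7 hormone-related accessions, ACC oxidase (TA36689_4081) was at least 2.30-fold brighter in red, and salicylic acid carboxyl methyltransferase (AW217769), with green well above background on 1 of the arrays, had log2 ratios of red over green of 1.52 and 1.42. The gibberellin 20 oxidase-like accession (AK324766) was at least 1.28-fold and LAX3 (AK319805) at least 1.03-fold brighter in red. The 2 probes of the SAUR accession (AK224709) averaged log2 ratios of 0.40 and 0.64, and the 8 probes of Jasmonate ZIM-domain protein 3 (AK224691) averaged 0.33 and 0.39. For ACC synthase 2 (AK323740), the 2 probes past the filter averaged 0.01 and 0.14, and with no filter it was not brighter in red on both arrays. These 2 probes went in opposite directions, with mean log2 ratios of -0.15 and 0.30. By the software's log ratios 5 of the 7 were at least 2-fold brighter in red. In the direction of the labels, in which array 2 has WT in red, 4 of the 7 accessions passed the filter, with mean log2 ratios of W3 over WT from -0.13 to 0.05.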

Additionally, it is noteworthy that 63 up-regulated genes encoded proteins related to plant defense (**Table 2**), and included Pathogenesis-Related (PR) proteins, regulator of development and cell death (DCD) processes, in addition to enzymes involved in degradation of pathogens cell wall. 

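All 8 defence accessions of Table 2 were brighter in red on both arrays, and 4 of them were at least 2-fold brighter on average, or 8 with the software's ratios. Both dyes were well above background on both arrays for the 2 probes of the endochitinase GO373278, with mean log2 ratios of red over green of 2.13 and 1.94, and for the glucan endo-glucosidase B probe (AW031662), with 1.87 and 1.55. Osmotin (AK322366) had mean log2 ratios of 1.39 and 1.57 over 3 probes. The NRC1-type resistance protein (AW224719) was at least 2.14-fold and the defensin (DB694032) at least 1.72-fold brighter in red. The 2 probes of the Bax inhibitor averaged log2 ratios of 0.74 and 0.83, and those of the DCD regulator (AK247569) 0.60 and 0.50. For PR6 (Y08804), 6 of 7 probes passed the filter and averaged 0.57 on either array. Red stands for W3 on array 1 and for WT on array 2 in the labels, and turned by the labels the 6 accessions past the filter had mean log2 ratios from -0.05 to 0.16. Descriptions of the array name pathogenesis-related or other defence proteins for 50 accessions. On red over green 13 of them passed the filter, with a median log2 ratio of 0.38, at the 99.2th percentile of random lists with similar signals, and none of the 13 was 2-fold brighter in either dye. Under median centring the median was 1.02 and 7 of the 13 were at least 2-fold brighter in red, and with the software's ratios 4 were in red and 1 in green. Without the filter, the median of all 50 was -0.02, at the 45.8th percentile.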

Around 35 genes encoding proteins involved in lipid metabolism were moreover significantly up-regulated in the W3 line compared to WT. 

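The lipase/esterase accession AW622151 has the highest value in Table 2. Its single probe had log2 ratios of red over green of 1.47 and 1.77, green was not well above background on either array, and red was at least 2.64-fold brighter. The Agilent software's linear folds for it were 26.0 on array 1 and 16.4 on array 2, with a mean of 21.2. The stearoyl-ACP desaturase (GO375192) was at least 1.62-fold and monogalactosyldiacylglycerol synthase 2 (AK319365) at least 1.23-fold brighter in red. The acyl-CoA synthetase (AK329281) had mean log2 ratios of 0.53 and 0.52 over 2 probes and the delta-9 desaturase (AK319952) of 0.38 and 0.40 over 5 probes. Among 53 accessions whose descriptions name lipid metabolism, 16 passed the filter on red over green, 7 were brighter in red on both arrays, or 13 under median centring, and none reached 2-fold, or 1 with the software's ratios. Their median log2 ratio was -0.0044, at the 19.5th percentile of random lists, and it was 0.25 under median centring, below the median of all retained probes. Turned by the labels, under which red is WT on array 2, 13 accessions of this class passed and none was 2-fold higher in W3.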

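For the 6 kinases of Table 2, green was not well above background on either array in 4 cases. These were the serine/threonine-protein kinase BP908967, at least 1.49-fold brighter in red, the CBL-interacting kinase AW220068, at least 1.28-fold, the receptor-like kinase AI773030, at least 1.19-fold, and Mitogen-activated protein kinase 3 (AK329792), at least 1.14-fold. The kinase AK325830 had mean log2 ratios of red over green of 0.27 and 0.49 over its 3 probes, and the CBL-interacting kinase AK319220 of -0.03 and 0.15 over 2 probes, so that its direction differed between the arrays, although with offset 0 or the software's ratios it was brighter in red on both. The 2 probes of AK319220 went in opposite directions, with mean log2 ratios of -0.33 and 0.45. Kinases and phosphatases are named in the descriptions of 189 accessions of the array. On red over green 43 of them passed the filter, 17 were brighter in red on both arrays and none was 2-fold brighter, while the software's ratios placed 7 of the 43 at 2-fold or more in red. With median centring 40 of the 43 were brighter in red on both arrays and 2 reached 2-fold, and without normalization 37 and 2. By the labels, which put W3 in red on array 1 and in green on array 2, 33 passed, and none reached 2-fold.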

Finally, more than 30 genes encoding proteins involved in phosphorylation (kinases, and to a lesser extent phosphatases) differentially showed more transcripts in the W3 line.

To validate the microarray data, eight genes were selected for further qRT-PCR analysis and accumulation of the corresponding transcripts measured in seedlings of WT and compared to lines W3 and W23 (**Figure 8B**). These genes encoded NAM (AK324393) and ERF2 (AW034241) TFs, lipase (AW622151), aquaporin (BG130774), myo-inositol phosphate synthase (MIPS, AK321761), PR6 (Y08804), osmotin (AK322366), and Bax inhibitor (AK322997). In accordance with microarray data, all tested genes were up-regulated in W3 and W23 compared to WT (**Figure 8B**).

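On the arrays, the 8 transcripts measured by qRT-PCR were all brighter in red in both hybridisations, and 2 of them, the lipase and osmotin, were at least 2-fold brighter. The aquaporin (BG130774) was at least 1.44-fold brighter in red, and with it NAM, ERF2 and the lipase had only lower bounds. The Bax inhibitor (AK322997), with both dyes well above background at both probes on both arrays, had a mean log2 ratio of 0.79. For myo-inositol phosphate synthase (AK321761), 2 of 3 probes passed the filter and averaged log2 ratios of 0.08 and 0.22. These 2 probes went in opposite directions, with mean log2 ratios of -0.08 and 0.38. Restricted to probes well above background in both dyes on both arrays, the transcript was not brighter in red on both. The Agilent software's mean linear folds of red over green had a median of 4.16 over the 8 transcripts, and 7 of the 8 were at 2-fold or more by its log ratios. Turned to W3 over WT by the labelled dyes, 4 of the 8 transcripts passed the filter, with mean log2 ratios from -0.10 to 0.02, since red is labelled as WT on array 2. The qRT-PCR values themselves were not analysed here.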

We next evaluated the presence of SlWRKY3-binding elements in the promoters of genes up-regulated in the W3 line. We selected up-regulated genes presented in **Tables 1, 2** and recovered their promoter sequences (1 and 3 kb) from available tomato databases. The core W-box (TTGACY) was slightly more represented in the promoters of genes up-regulated than the corresponding “mutant” element (TTGACR), considering 1 and 3 kb promoter regions. This tendency was more pronounced in the case of extended motifs containing G and CG residues at their 5′-ends (**Table 3**).

**Table 3:** Presence of W-boxes in the promoters of genes up-regulated in *SlWRKY3*-overexpressing W3 line.

	1 kb		3 kb	
	Number of elements	% Promoters with elements	Number of elements	% Promoters with elements
TTGACY	85	72.7	236	95.4
TTGACR	58	62.1	161	90.9
GTTGACY	17	24.2	38	43.9
GTTGACR	4	6.1	20	27.3
CGTTGACY	4	6.1		7.6
CGTTGACR	0	0	5 0	0

## Discussion

Although WRKY involvement in abiotic stress tolerance has been established (Chen et al., 2012; Liu et al., 2013; Ding et al., 2014; Qin et al., 2015), a WRKY complete characterization has never been conducted so far in tomato, and has never involved physiological, biochemical and transcriptomics data together (Supplementary Figure S5). *SlWRKY3* is rapidly induced in roots and leaves by salt treatment, as well as by drought and KCl. SlWRKY3 is assigned to tomato Group III, where 4 out of the 11 members are strongly induced by salinity (Huang et al., 2012). SlWRKY3 may or may not directly regulate all the panoply of stress-related genes necessary to salinity response (**Table 3**), as it is a strong transcriptional activator (**Figure 2B**). In Arabidopsis, mutation of *AtWRKY8* resulted in plants hypersensitivity to salt, and decreased expression of stress-related genes such as *RD29A* or *RD29B* (Hu et al., 2013). AtWRKY8 binds to *RD29A* promoter under salt stress conditions (Hu et al., 2013), suggesting that WRKYs directly interfere with stress-related genes expression. Likewise, soybean GmWRKY27 improves plant tolerance to salinity via modulation of the expression of several stress-related genes, and directly binds to the promoter of *GmNAC29*, a negative effector of stress tolerance (Wang F. et al., 2015). In addition, several types of TFs more or less known to participate in osmotic stresses tolerance in tomato are differentially regulated in *SlWRKY3*-transgenic tomatoes compared to WT. AP2/ERF regulators such as SlDREB2 (Hichri et al., 2016), bZIP (Orellana et al., 2010), zinc-fingers (Hichri et al., 2014), and NAC (Zhu et al., 2014) are important actors of salinity tolerance in tomato by modulation of stress-related genes expression.

Salinity impacts multiple aspects of plant growth and development by imposing an osmotic stress followed by toxicity effects due to sodium and chloride ions. Diverse cellular mechanisms are consequently deployed in plants and include biosynthesis of compatible solutes such as proline necessary to maintain cell turgor and preserve enzymatic activities/cellular structures (Parida and Das, 2005). In *SlWRKY3* transgenic tomatoes, proline contents were similar to that of WT before stress, increased following exposure to salinity, but remained lower than in WT. Similar results were reported following *SlDREB2* overexpression in tomato, where salinity tolerance was associated in transgenic plants with reduced proline contents over stress period compared to WT (Hichri et al., 2016). However, salinity tolerance is associated in tobacco overexpressing *TaWRKY44* with increased proline contents (Wang X. et al., 2015), revealing that plants differently face osmotic stress adaptation. Since *SlWRKY3*-transgenic tomatoes displayed during stress period smaller osmotic potential than WT, they may thus accumulate other secondary metabolites interfering with osmotic stress management, such as sugars for instance (Wang X. et al., 2015; Agarwal et al., 2016).

Among additional processes required for salt tolerance, protection of cell membrane from oxidation, in addition to scavenging of ROS (superoxide and hydroxyl radicals, hydrogen peroxide), are of particular importance. *SlWRKY3* overexpressors were able to better withstand oxidative stress than WT, by maintaining lower contents of MDA and RLR percentage, together with higher TTC. High basal expression, in absence of any stress, of antioxidant enzymes (GSTs and peroxidases notably) encoding genes in *SlWRKY3* transgenic plants compared to WT as suggested by microarray profiling data (**Table 2**), could possibly explain the reduced membrane lipid peroxidation since no need for *de novo* biosynthesis of these enzymes in case of salinity would be required for the establishment of protective mechanisms. Under salt and drought constraints, *35S::SlWRKY* tobacco plants similarly displayed a lower electrolyte leakage as well as reduced MDA contents compared to WT due higher activities of superoxide dismutase and peroxidase (Li et al., 2012), and similar results have been reported in tobacco overexpressing tomato SpWRKY1 (Li et al., 2015). In general, WRKY TFs control oxidative stress in different plant species (Liu et al., 2013; Wang et al., 2013; Zheng et al., 2013; Ding et al., 2014; Shi et al., 2014; Agarwal et al., 2016).

In W3 transgenic tomatoes, the fatty acids biosynthesis and metabolism pathway were highly induced compared to WT, which may contribute to salinity tolerance as well. Membrane restructuration through augmentation of the unsaturation, and thus maintenance of the membrane fluidity, constitutes indeed a mechanism of adaptation reported for extremely halotolerant yeast-like fungus (Gostincar et al., 2009). In Arabidopsis, the lipase encoding gene *AtLTL1* is induced by osmotic stresses, and its overexpression substantially improved plant germination, growth and reproduction under salinity (Lu et al., 2010). In tomato, overexpression of the reticulum endoplasmic-type omega-3 fatty acid desaturase (LeFAD3) encoding gene improved plant growth and oxidative status in presence of NaCl (Wang et al., 2014).

Glycophyte species do likewise achieve multiple strategies to minimize toxic effects due to sodium accumulation, such as preferential transport and sequestration of Na^+^ into the vacuoles of old leaves, Na^+^ exclusion from roots and stem retention, or maintenance of high K^+^ contents (Volkmar et al., 1998; Parida and Das, 2005; Zhou et al., 2015). Among the mechanisms of Na^+^/K^+^ homeostasis and compartmentalization regulation, the salt overly sensitive (SOS) system is probably the best described (Yang et al., 2009; Núñez-Ramírez et al., 2012). According to our microarray data, a Na^+^/K^+^-transporting ATPase, as well as a vacuolar cation/proton exchanger, a vacuolar H^+^-ATPase, and a Ca^2+^/H^+^-exchanging protein, are up-regulated in W3 tomatoes, and could thus be putatively involved in sodium exclusion and pH homeostasis regulation. In fact, regulation of homeostasis may also be illustrated by potassium and calcium, which accumulates more in all transgenic plants at high salinity than in WT in order to counter the toxic effects of sodium. Critical role of K^+^ in salt stress alleviation has been well documented (Shen et al., 2015), and positive effects of Ca^2+^ on salt stress tolerance have also been reported (Navarro et al., 2000; Nie et al., 2015). Two CBL (calcineurin B-like calcium sensor)-interacting serine/threonine-protein kinases (CIPK) transducing Ca^2+^ signals are additionally induced in W3 transgenic tomatoes. In Arabidopsis, CIPK21 positively regulates salt stress response by controlling water and ion homeostasis across the tonoplast (Pandey et al., 2015). Together, these data strongly support the hypothesis that regulation of sodium, potassium and calcium homeostasis is crucial for salt stress management.

In addition to its involvement in salinity response/tolerance, our results indicate that *SlWRKY3* is also induced in tomato roots following drought stress. Putative involvement of SlWRKY3 in drought response/tolerance can be supported by the elevated number of aquaporin encoding genes up-regulated in *SlWRKY3*-transgenic tomatoes. Three aquaporin encoding genes were highly induced in Arabidopsis plants overexpressing *ThWRKY4*, a positive regulator of salinity tolerance in halophytes (Zheng et al., 2013). Transgenic tobacco plants overexpressing the aquaporin encoding genes *TdPIP1;1* and *TdPIP2* of durum wheat displayed improved tolerance to abiotic and salinity stresses (Zheng et al., 2013), emphasizing the role of plant water status in stress tolerance. In addition, aquaporin overexpression also interferes with plant oxidative status (Chang et al., 2016) and Na^+^/K^+^ homeostasis (Wang L. et al., 2015). In our current study, expression of the *MIP* aquaporin tested (**Figure 8B**) is strongly repressed by salinity (150 mM NaCl, 12 h) in tomato roots. Counteracting the repression of aquaporin encoding genes by induction of its constitutive expression would thus help to rescue salt-stress effects.

## Conclusion

We provided in our study different types of data to support SlWRKY3 involvement in salt stress response in tomato. To gain further insights onto SlWRKY3 mechanisms and better understand its regulatory role, analysis of *slwrky3* mutants, accumulation of NaCl in transgenic plants roots as well as transcriptomic data in presence of salt, are required. A specific focus was given in this study to salinity, but SlWRKY3 involvement in additional environmental and biotic stresses tolerance can further be considered. This latter hypothesis is supported by the study of Huang et al. (2012), demonstrating that *SlWRKY3* (*WRKY81*) is induced by different types of pathogens.

## Author Contributions

IH, YM, and SL designed the research. EZ, PD, and VM performed the hormonal analysis of the plant material and helped in the treatment and interpretation of the data. EG performed the physiological characterization of the selected plant material. JF-Z, IL-V, and RS performed the protein purification and protein binding microarray. AC performed the microarray analysis. AE performed the cellular localization of the YFP–SlWRKY3 fusion protein.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Solanum lycopersicum WRKY3 Transcription Factor SlWRKY3 Is Involved in Salt Stress Tolerance in Tomato
**Source:** Front Plant Sci. 2017 Jul 31;8:1343. doi: 10.3389/fpls.2017.01343
**Supplement:** Supplementary file 1

***Supplementary Material***

**The *Solanum lycopersicum* WRKY3Transcription Factor is Involved in Salt Stress Tolerance In Tomato**

**Imène Hichri, Yordan Muhovski, Eva Žižková, Petre I. Dobrev, Emna Gharbi, Jose Manuel Franco-Zorrilla, Irene Lopez-Vidriero, Roberto Solano, André Clippe, Abdelmounaim Errachid, Vaclav Motyka, Stanley Lutts***

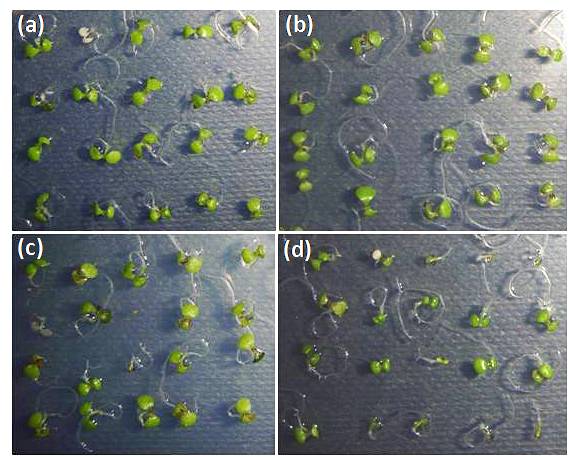

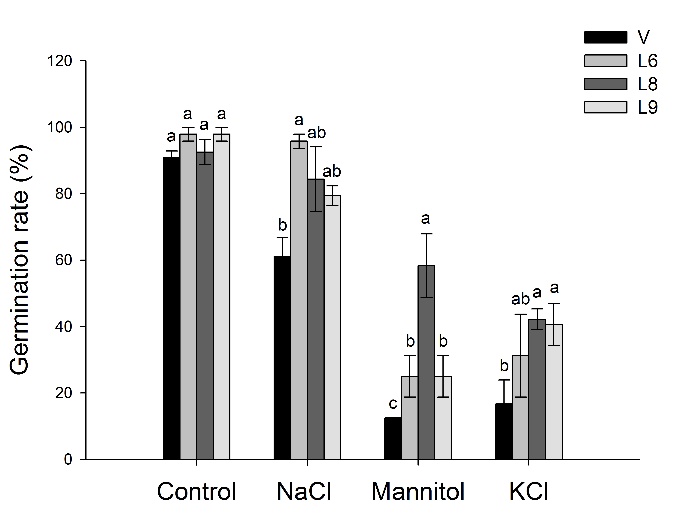

**A**

**B**

**Figure S1 |** *SlWRKY3* positively regulates osmotic stress tolerance in Arabidopsis. A) Germination percentage of V (empty vector) and *35S::SlWRKY3* (L6, L8 and L9) transgenic lines on half-strength MS medium (control) or medium supplemented with 50 mM NaCl, 300 mM mannitol and 150 mM KCl. B) Phenotype five days after sowing of L6 (a), L8 (b), L9 (c) and V (d) on 50 mM NaCl.

Data represent means ± SEs of three biological replicates (n=20 plants). Letters indicate values that significantly differ between Arabidopsis lines according to Student-Newman-Keuls test at p < 0.05.

**A**

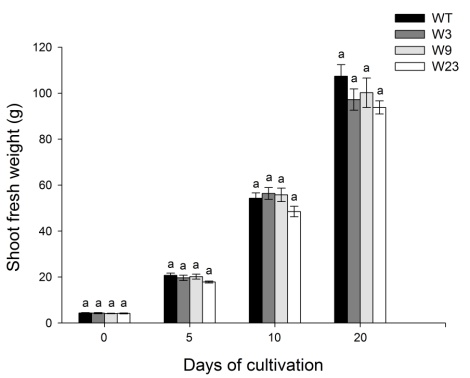

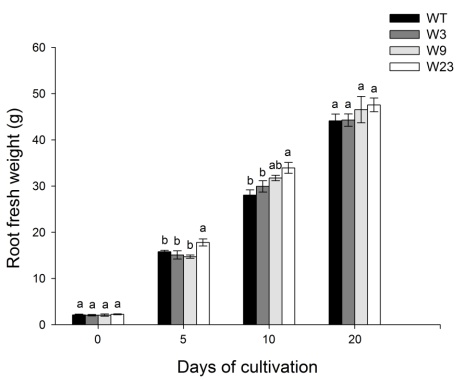

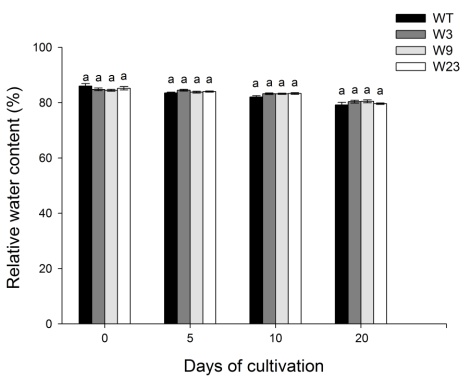

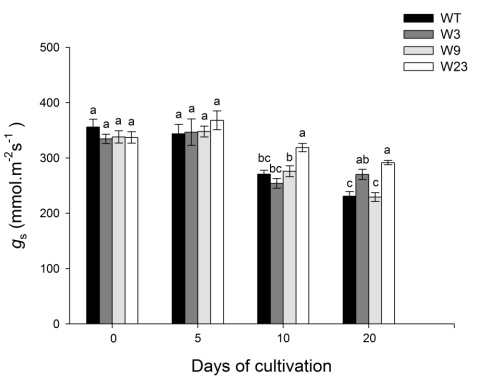

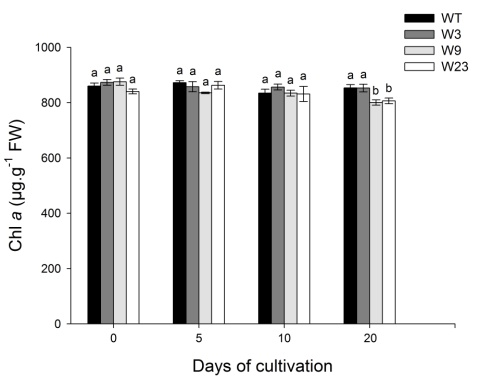

**B**

**C**

**D**

**Figure S2 |** Evaluation of growth and photosynthesis parameters of *35S*::*SlWRKY3* (W3, W9 and W23) and WT tomato plants under control conditions of growth. A) Shoot and root fresh weight. B) Leaf 4 relative water content. C) Leaf 4 stomatal conductance (*g*s). (d) Chlorophyll *a* (Chl *a*) contents of Leaf 5.

Data represent means ± SEs of four biological replicates. Letters indicate values that significantly differ between tomato lines according to Student-Newman-Keuls test at p<0.05.

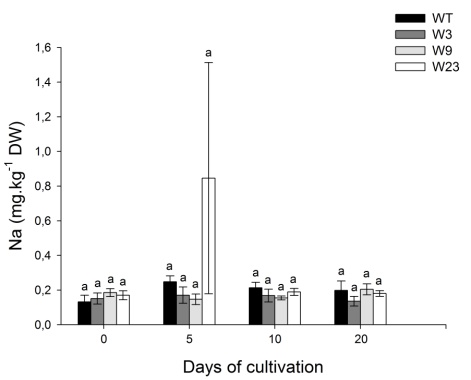

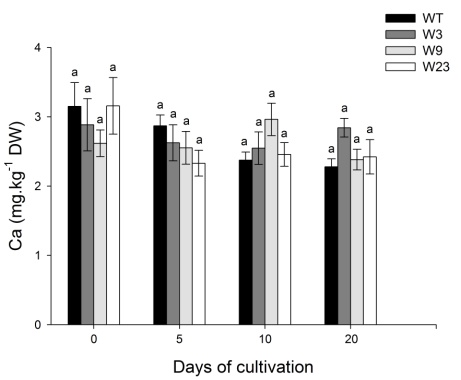

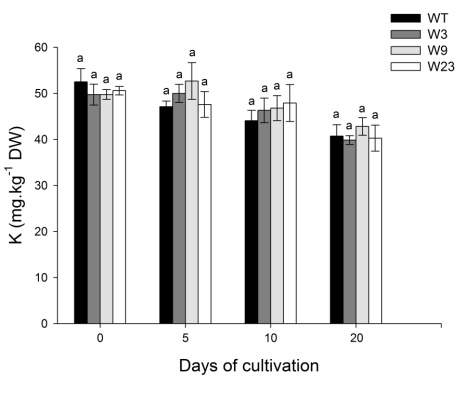

**A**

**B**

**C**

**Figure S3 |** Ions accumulationin Leaf 4 of *35S*::*SlWRKY3* (W3, W9 and W23) and WT tomato plants grown under control conditions. A)Sodium (Na), B) Potassium (K), and C) Calcium (Ca) contents.

Data represent means ± SEs of four biological replicates. Letters indicate values that significantly differ between tomato lines according to Student-Newman-Keuls test at p<0.05.

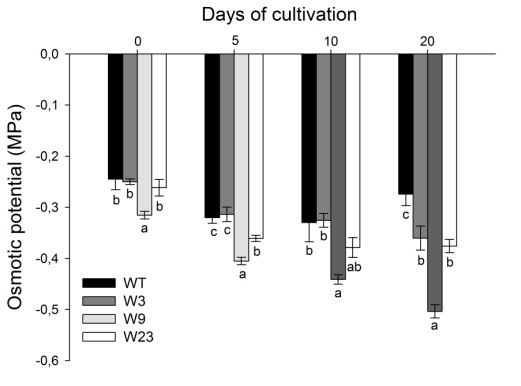

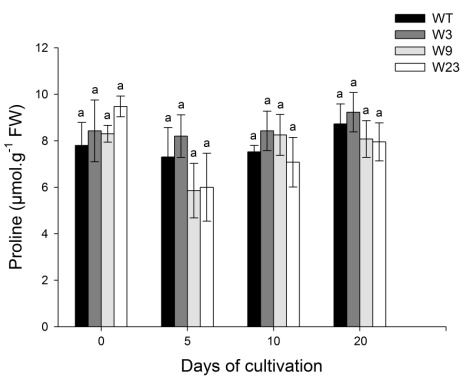

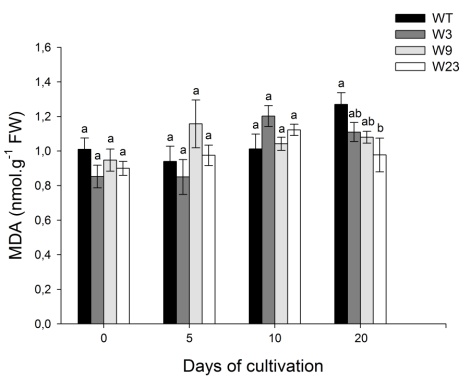

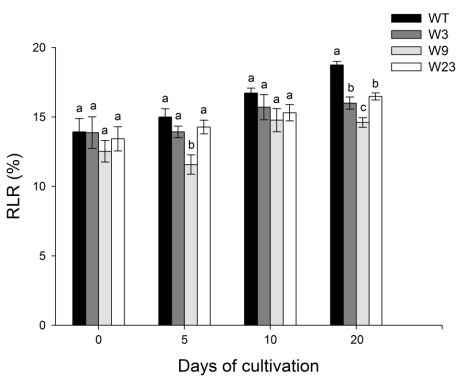

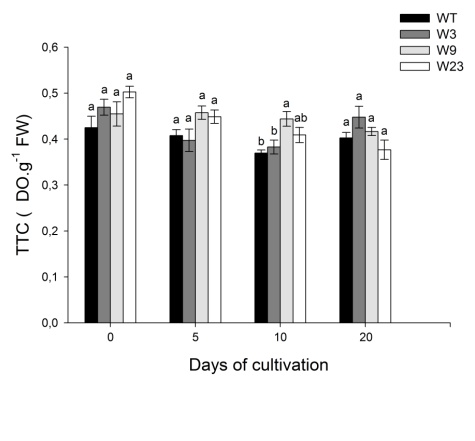

**B**

**A**

**C**

**D**

**E**

**Figure S4 |** Evaluation of oxidative-stress related parameters in *35S*::*SlWRKY3* (W3, W9 and W23) and WT lines grown under control conditions. A) Osmotic potential of Leaf 5. B) Proline and C) Malonyldialdehyde (MDA) contents of Leaf 5. D) Relative leakage rate (RLR) and E) 2,3,5-triphenyltetrazolium chloride (TTC) staining measured on Leaf 5.

Data represent means ± SEs of four biological replicates. Letters indicate values that significantly differ between tomato lines according to Student-Newman-Keuls test at p<0.05.

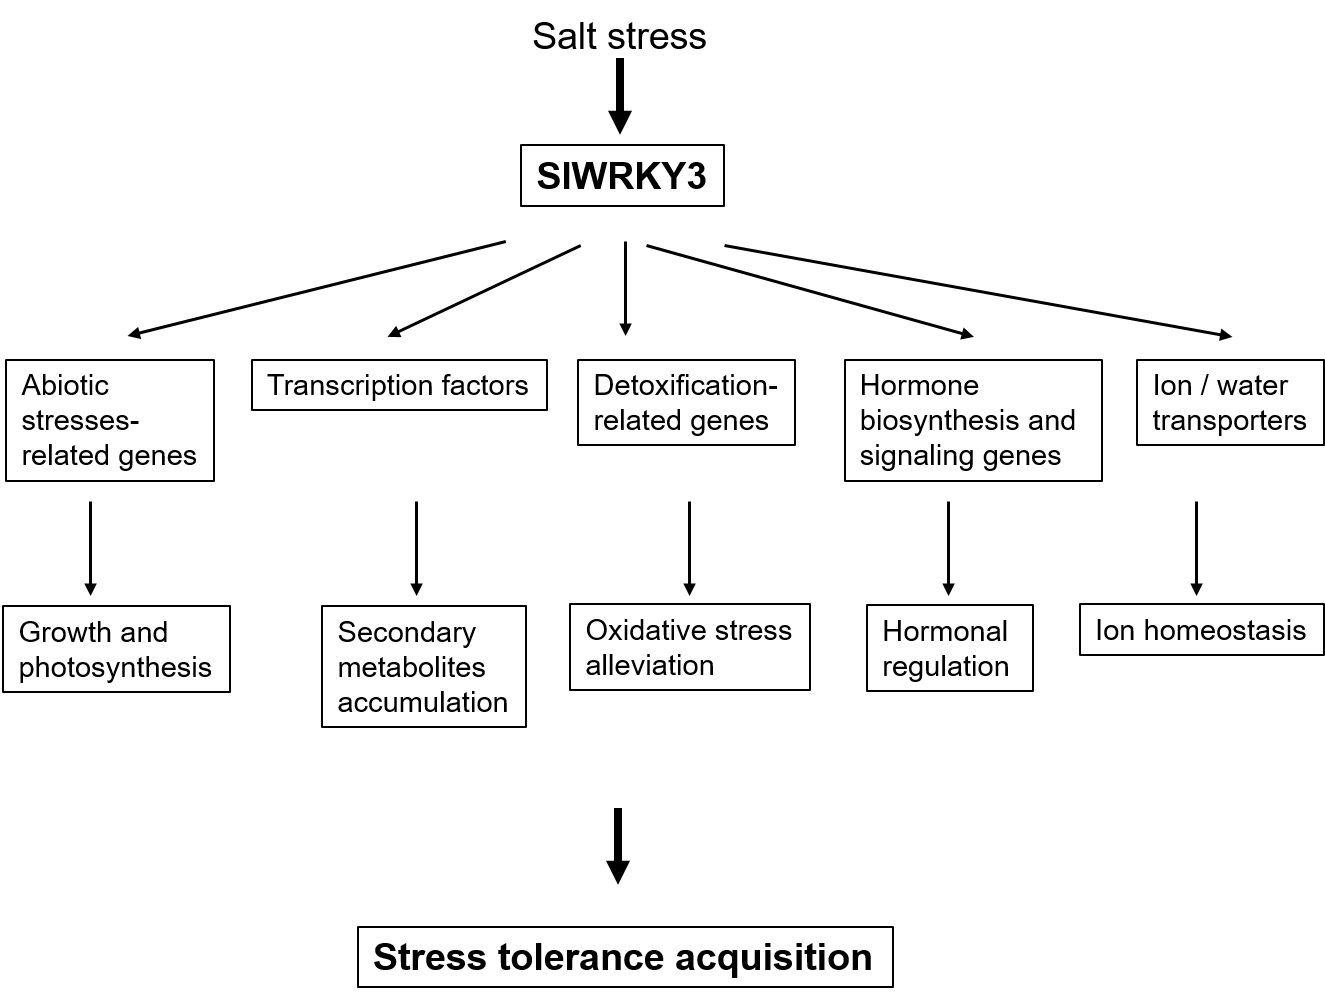

**Figure S5 |** Summary of *SlWRKY3* overexpression effects on acquisition of tolerance to salt stress in tomato.

**Table S1 |** Sequences of primers used for qRT-PCR to confirm microarray analysis.

| **Gene (accession)** | **Primers sequence (5’-3’)** | **Amplicon size (bp)** |
| --- | --- | --- |
| BaxIn (AK322997) | F: TCCATTTTTGGTGGTTCCAT  R: ACCCAAGTGAGCCTTCTCAA | 117 |
| ERF2 (AW034241) | F: TGTGTGGTGGTGCAATTCTT  R: GTTTGGGGTTGAGAGGAACA | 123 |
| LIP (AW622151) | F: CTTTTTCAGTTCGGCGATTC  R: CCGTCAGAAAAACGTCCAGT | 137 |
| MIP (BG130774) | F: GCGGAGATCATTGGAACATT  R: GGGTAGAGGCGCAAGTACAG | 105 |
| MIPS (AK321761) | F: TTGGTCCTTCTCGCTGAACT  R: GAGCCTTGGTGAGGTAGCTG | 112 |
| NAM (AK324393) | F: GAGGAATGGGAGGATGATGA  R: CGAAGGAAAAGAAGCACCAG | 150 |
| Osmotin (AK322366) | F: TTCGAGGTACGCAACAACTG  R: GACCCCATATACGTGCCATC | 136 |
| PR6 (Y08804) | F: TCCGAGAGGCCAAGCTATAA  R: AATGAACCACCATCCGTTGT | 141 |

How the deposited data were processed for this re-analysis (not part of the article)

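RNA of whole seedlings of the W3 line and of WT, grown without salt, was compared on 2 arrays of 1 slide. The paper's methods call the repetition technical and the sample descriptions call it biological, and the arrays were taken here as 2 hybridisations of 1 comparison, so that the number of replicates is 1 and the number of arrays limits the precision. No test between the lines is given as a main result. The dye of each RNA was taken from the labels, with W3 in red on array 1 and in green on the array labelled as the dye swap.

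The authors deposited the output of Agilent's Feature Extraction software for each array. The deposited intensity values were made by quantifying the scanner image, as the mean intensity of each spot in red and in green and the median intensity of its local background, without correction or normalization according to the file headers. The output also holds processed signals, for which the software had subtracted a background, removed spatial trends and normalized the dyes within the array, with stand-in values for dim spots. The deposited log ratios are log10 values of red over green from those processed signals. The deposited p-value of each spot tests that log ratio under the software's error model of a single array. The deposited series table repeats the log10 ratios, rounded and not turned for the dye swap. Flags for signals well above background, saturation and uneven spots were also used as the authors deposited them. The paper calls the array an Affymetrix array, while the values are those of a 2-colour Agilent array.

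From the uncorrected intensities, ratios were computed with limma 3.58.1 in R 4.3.3, by normexp background correction with an offset of 50 and loess within each array, without control spots and without the 4 spots with an outlier flag. The 50 probes with 5 spots each were averaged. Several probes of one accession were averaged over those past the filter, and disagreeing probes are named at their accession. The remaining steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and matplotlib 3.10.9 for the figures. Most spots were not well above background, and 153 negative control spots give the level without target, so the filter on dim probes decides which transcripts have a value. Where the dim dye of a transcript was not well above background on either array, a lower bound is given in place of a fold.

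The main direction was W3 over WT by the labelled dyes. A probe was called at a mean change of 2-fold with the same direction on both arrays. Because SlWRKY3, the transcript over-expressed in W3, was brighter in red on both arrays, each result was also computed as red over green on both arrays, a choice made after the values were seen. Transcripts were named by a rule set in advance, which takes every accession in the paper's Tables 1, 2 and S1, and the 5 probes brighter in each dye with the largest change among those well above background everywhere, at least 2-fold on each array and outside those tables. By the labels this rule named 0 probes, and the probes named outside the tables come from red over green. All 84 accessions named in the paper's lists are on the array. Names are those of the array's design, since 0 of the 33942 transcript names matched a RefSeq transcript of the SLM_r2.1 table. In that table the symbol WRKY3 belongs to another gene than the one the paper studies.

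Functional classes were taken from keywords in the array's descriptions. The median of each class was set against 10000 random lists of the same size, matched on signal in 10 bins. A class therefore holds only transcripts whose description names it. The keyword lists for morning and evening clock genes matched clone names and other genes, so the planned test on clock genes was void. The planned tests on an excess of probes higher in W3 were not run, because no such excess was found by the labels.

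The steps were tested on simulated data, made from the real arrays with 200 probes changed 4-fold. The changed probes were drawn from those well above background in both dyes on both arrays, and all 200 passed the filter. The shares called below therefore do not apply to dim transcripts. With the dyes exchanged as labelled, 99% of the changed probes were called, with 0 other probes newly called, and limma's adjusted p called 0 of them with 1 residual degree of freedom. With the same dyes on both arrays 88% were called, with 4 other probes newly called, and limma's adjusted p called all 200. Of 200 random lists of 50 accessions without a shift, 6% fell outside the central 95% of the random lists.

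The alternatives changed the background correction, the offset, the normalization, the source of the ratios, the filter, the outlier spots, the size of change, the rule for several probes and the test, and left out each array in turn. The analysis of variance named in the methods' general statistics section, limma's moderated test and the p-value of the software were among the tests. For the statistics of the arrays the methods refer to an earlier paper. The analysis of variance is therefore not known to be the test behind the paper's counts. Binding elements in promoters were not analysed here, since no tomato genome was used.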

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

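The tests on the excess of probes brighter in red and on M80608 were chosen after the results were seen, as was the direction of red over green in which the probes below were found.

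Outside the transcripts that the paper lists, 100 probes were at least 2-fold brighter in red and 18 at least 2-fold brighter in green on each array, with both dyes well above background on both arrays. The 5 brightest in red were DB719807 with a mean log2 ratio of 2.34, AK324158 with 2.28, AK322999 with 2.22, AK323926 with 2.20 and AW031323 with 2.08. The 5 brightest in green were a probe of ES893942 with -2.36, a second probe of ES893942 with -2.15, the probe A_96_P261532 with -2.05, AK319191 with -1.77 and BW692239 with -1.50. They stood out because the paper does not report on these transcripts. By the labels, red is W3 on array 1 and WT on the array labelled as the dye swap, so these values do not say in which line a transcript is higher. Turned by the labels, the 5 probes brighter in red had mean log2 ratios from -0.13 for DB719807 to 0.22 for AW031323.

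An artefact of single spots was weighed first. All 4 probes of AK324158, all 3 of AK322999, all 5 of AK323926 and both of ES893942 were at least 2-fold brighter in the same dye on each array, and 6 of 8 for AK319191. The glucanase transcript M80608, singled out after its values were seen, had 13 of 13 probes at least 2-fold brighter in red on each array, with mean log2 ratios from 1.42 to 1.78. This argues against single spots for these transcripts. DB719807, AW031323, A_96_P261532 and BW692239 have 1 probe each, so that single spots stay open for them.

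Among calls at 2-fold on red over green, 86.9% were brighter in red. If the normalization within each array was the cause, the share would fall to about even with each array centred on the retained probes, and it was 76.98% with loess and 94.6% without it. The shares of 99.3% under median centring and 99.4% without normalization come with a shift of all probes towards red and decide nothing. A weaker signal in green would have to do so among probes well above background in both dyes on both arrays, where the share was 83.9%. These values argue against either as the whole cause. A bias of single probes for one dye may still contribute. The bases of a probe accounted for 9.24% of the variance of the ratio, which leaves a bias that does not follow the bases open. A dye bias cannot be told apart from a difference between the RNAs here. If the dyes were exchanged as labelled, ratios with the same sign on both arrays would come from a dye bias, and if they were not, no array has them turned. Whether they were exchanged is not known. A difference between the lines stays open as a biological explanation and was not tested.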

How the results depend on the processing

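Every result on red over green was chosen after the values were seen, together with its alternatives, and the alternatives in the direction of the labels were set before the data were examined. Unless a cause is named, the cause was not tested.

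In the direction of the labels, the main count was 0 probes higher and 3 lower in W3. An offset of 0 gave 2 higher and 5 lower, the Agilent software's ratios 8 and 29, the deposited series values 8 and 28, and 1.5-fold 1 and 5. The lower count was 9 without a filter, 0 with both RNAs well above background on both arrays, 1 at 3-fold and 0 at 2-fold on each array. An analysis of variance gave 59 higher and 142 lower without adjustment and 0 lower after adjustment. Its unadjusted calls are together fewer than 0.05 of the 9430 probes, the share that chance alone gives at that threshold. By limma's adjusted p 0 were lower, and the p of the software gave 8 higher and 25 lower. Leaving out 1 array gave 27 to 264 higher and 44 to 168 lower, because a single array has no exchange of dyes. On red over green 252 and 38 probes took their place.

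By the labels, 0 transcripts of Table 1 up, Table 2 and the qRT-PCR list reached 2-fold under each alternative run on both arrays. With 1 array left out the counts were 0 to 3, 1 to 5 and 0 to 1. On red over green they were 3, 11 and 2. No transcript of the down-regulated list reached 2-fold by the labels under the alternatives run.

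For red over green, the main counts were 252 probes brighter in red and 38 in green. Subtracted background gave 469 in red, an offset of 0 gave 1102 and 96, median centring 1153 and 8, no normalization 1246 and 8, the Agilent software's ratios 2030 and 265, and the series values 2026 and 265. With both RNAs well above background 156 were brighter in red. At 1.5-fold there were 1074 and 249, at 3-fold 37 and 7, and counted as transcripts 139 and 17. limma's unadjusted p gave 3673 and 1866, its adjusted p 3140 and 1493, the analysis of variance 1238 and 566 without adjustment and 0 and 0 after it, and the p of the software 1878 and 909. Centred on the retained probes, there were 194 and 58 with loess and 406 and 23 without it. The share brighter in red was 86.9% in the main setting and 99.3% with median centring.

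The mean log2 ratio of red over green of SlWRKY3 was 1.55. It was 1.97 with subtracted background, 1.36 with no correction, 2.79 with an offset of 0, 1.91 with median centring, 1.94 without normalization, 3.70 with the software's ratios, 3.71 with the series values, 1.04 without a filter and 2.06 for the probe with the highest signal. By the labels it was -0.04, with 1.68 on array 1 alone, -1.77 on array 2 alone and -0.73 with the software's ratios. The arrays lie on opposite sides of 0, so their spread says nothing about stability. No probe remained with both RNAs well above background.

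At 2-fold on red over green, 3 up-regulated TFs, 0 down-regulated TFs, 11 accessions of Table 2 and 2 of the qRT-PCR list were called. Subtracted background gave 1 down-regulated TF and 25 of Table 2. An offset of 0 gave 10, 1, 38 and 6 in that order. Median centring gave 23 of Table 2, and no normalization 6 up-regulated TFs and 24 of Table 2. The software's ratios and the series values each gave 16, 4, 49 and 7. With both RNAs well above background, 1 up-regulated TF, 2 of Table 2 and 0 of the qRT-PCR list were called.

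The median ratio of the array's fold to the paper's value was 0.26 by the labels, -0.0024 with the paper's values read as log2, 0.34 on red over green, 0.13 on red over green read as log2, and 0.98 with the software's ratios of red over green.

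The signal over background limits these results, since 39 of the 77 listed accessions past the filter have a lower bound only and 6 others have no value. No paired analysis was possible because there is 1 comparison. Binding elements in promoters and the slide as a block were not run, the latter because both arrays lie on 1 slide.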

Differences from the paper's values

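Ratios of red over green, and the settings named with them, were chosen after seeing the values, and the alternatives in the direction of the labels were set before the data were examined.

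The paper counts genes at a P of at most 0.05, while the counts here are of probes, by size of change unless a test is named. The paper reports 804 up-regulated genes, and 0 probes were at least 2-fold higher in W3 by the labels. None of the alternatives in the direction of the labels came within 1.5 times the paper's number, and the nearest was 264 for array 1 alone, that is without replicate 2. Read as red over green, a direction chosen after seeing the values, an offset of 0 gave 1102 probes, median centring gave 1153 and a size of change of 1.5-fold gave 1074, each within 1.5 times the paper's number. By unadjusted p on red over green, limma gave 3673, the analysis of variance 1238 and the software's p 1878, none of them within 1.5 times. The paper reports 166 down-regulated genes, and 3 probes were lower by the labels. In number, array 2 alone, that is without replicate 1, came within 1.5 times with 168 probes. These 168 were brighter in red on array 2, where SlWRKY3 had a log2 ratio of -1.77 by the labels. The paper's down-regulated TFs past the filter were brighter in green on both arrays, and none reached 2-fold on array 2 alone. The 168 probes therefore lie in the opposite dye. An analysis of variance without adjustment also came within 1.5 times, with 142. Together with 59 higher, these are fewer than 0.05 of the 9430 probes, the share that chance alone gives. Read as red over green, chosen after seeing the values, 1.5-fold gave 249. The other alternatives in the direction of the labels did not come within 1.5 times the paper's number.

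For groups of genes, the paper's number of up-regulated genes is 34 for aquaporins and transporters, 23 for glutathione S-transferases and peroxidases, 63 for plant defence, around 35 for lipid metabolism and more than 30 for kinases and phosphatases. By the labels each was 0 here, among accessions found by keywords in the array's descriptions. By the labels 18, 11, 10, 13 and 33 of these accessions passed the filter, and on red over green 25, 19, 13, 16 and 43. The number past the filter therefore leaves room to come within 1.5 times the paper's number only for kinases by the labels, and on red over green not for defence and lipid metabolism. Without the filter, with 50 and 53 accessions for these, the count was 0 in either direction. None of the alternatives run came within 1.5 times. The nearest to the paper's numbers, on red over green and chosen after seeing the values, were 9, 6, 7, 1 and 7.

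The paper's folds in Tables 1 and 2 are set against linear folds of red over green on both arrays, or of green over red for the down-regulated TFs, a scale and direction chosen after seeing the values. Of 77 accessions past the filter, 39 have only a lower bound, which could differ only if it exceeded 1.5 times the paper's fold, and none did. Of the other 38, 36 differ, that is they lie more than 1.5 times apart and by more than the standard deviation of the 2 arrays. For 8 of the 36 (TC239950, AK247135, AK327530, BI925618, BI921917, GO373278, AW031662 and AK322997) the dim dye was well above background at every probe on both arrays. For the other 28 it was not, and the offset draws such folds towards 1, so that they are not exact. For these 28 a shortfall against the paper's fold therefore cannot be told apart from an effect of the processing. For SlWRKY3, AK322575, the lower bound is 2.61. The pairs were the paper's 2.5 against 1.38 for AK322452, the paper's 2.7 against 1.42 for AK320001, the paper's 3.5 against 1.46 for EU636698 and the paper's 5.8 against 2.11 for BM412776. They were also the paper's 14.5 against 2.93 for AK322575, the paper's 2.5 against 1.66 for TC239950, the paper's 3 against 1.61 for AK319300 and the paper's 3.9 against 1.71 for DB690655. Next came the paper's 2.5 against 1.35 for AK247135, the paper's 2.2 against 1.29 for AK327530, the paper's 2.2 against 1.35 for BI925618 and the paper's 2.6 against 1.49 for BI921917. Further pairs were the paper's 4.3 against 2.14 for TA41419_4081, the paper's 6.4 against 2.77 for AW217769, the paper's 8.2 against 4.10 for GO373278 and the paper's 6.6 against 3.27 for AW031662. The last ones were the paper's 3 against 1.72 for AK322997, the paper's 5 against 2.05 for BP904709 and the paper's 3.1 against 1.42 for AK321776. For these 19 accessions at least one setting chosen after seeing the values had a fold within the paper's. The Agilent software's ratios and the series values each had this for 19 of the 36, an offset of 0 for 15, no normalization for 7, median centring for 5 and subtracted background for 1. The mean of the software's linear folds over the 4 SlWRKY3 probes past the filter, also chosen after seeing the values, was 14.5, as in the paper. For the others, the pairs were the paper's 3.1 against 1.21 for AK326827, the paper's 7.4 against 1.73 for AK324945, the paper's 4.8 against 1.41 for AK322020 and the paper's 3 against 1.16 for AK319783. To these belong the paper's 8 against 1.85 for AK325343, the paper's 7.9 against 0.952 for AK323682, the paper's 4.3 against 1.44 for AK224709 and the paper's 3 against 1.05 for AK323740. Likewise there were the paper's 2.8 against 1.29 for AK224691, the paper's 6.5 against 1.44 for AK329281, the paper's 4.5 against 1.31 for AK319952 and the paper's 16.2 against 2.79 for AK322366. Then there were the paper's 6.6 against 1.49 for Y08804, the paper's 5.6 against 1.47 for AK247569, the paper's 4.2 against 1.40 for AK320289 and the paper's 4.2 against 1.30 for AK325830. The remaining pair was the paper's 2.6 against 1.04 for AK319220. For these 17 accessions, each with several probes, the settings named so far did not reach the paper's fold. The software's linear folds averaged over the probes past the filter, chosen after seeing the values, did so for 6 of them (AK322020, AK329281, AK322366, Y08804, AK247569 and AK320289) and not for the other 11.

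The paper lists the glutathione S-transferase AK323682 as up-regulated, and its mean log2 ratio of red over green was -0.07, while it was brighter in red on both arrays with subtracted background, an offset of 0, median centring, no normalization, the software's ratios and the series values, all chosen after seeing the values. It lists the CBL-interacting kinase AK319220 as up-regulated, and its log2 ratio was -0.03 on array 1 and 0.15 on array 2, while it was brighter in red on both arrays with subtracted background, no background correction, an offset of 0, median centring, no normalization, the software's ratios and the series values, chosen after seeing the values. Turned by the labels, 0 of the 83 listed accessions reached 2-fold, while on red over green 14 did and, with the Agilent software's ratios, 16 of the up-regulated TFs, 4 of the down-regulated TFs and 49 of the accessions of Table 2 did.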

Other observations

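The tests below were chosen after the results were seen, except those on photosynthesis, ribosomal protein, cell wall and WRKY transcripts in the direction of the labels.

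SlWRKY3 was brighter in red on both arrays, while the labels exchange the dyes. If it was over-expressed in W3 and the dyes were exchanged as labelled, its mean log2 ratio by the labels would be at least 1, and it was -0.10 over the 4 probes well above background in red, which argues against both holding together. If the array labelled as the dye swap was hybridised without a swap, the ratios of red over green on the 2 arrays would correlate positively across probes, and they did, with r = 0.88. This is consistent with the same dyes having been used for the same RNAs on both arrays, as a hypothesis. Over the 4 probes, the log2 ratio of red over green of SlWRKY3 averaged 1.46 on array 1 and 1.65 on array 2. If SlWRKY3 was over-expressed in W3 and no dye bias caused these values, the labels of array 1 hold. Those of array 2 then do not. A dye bias shared by both arrays also gives a positive correlation. Other probes of the same signal rarely lay as far towards red, since the lowest of the 4 probes was at the 99.4th percentile, but a dye bias of these probes cannot be told apart from a difference between the RNAs as long as it is not known whether the dyes were exchanged.

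The paper's construct holds the open reading frame of SlWRKY3, so a probe past the stop codon may read the endogenous transcript and not the transgene. The probe with 38 of its 60 bases past the stop codon had a mean log2 ratio of red over green of 0.13, in contrast to the 4 bright probes. Its signal was not well above background in either dye, so the transgene and a probe that hybridises poorly cannot be told apart.

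The 3 probes lower in W3 by the labels lie within a streak on the array labelled as the dye swap. Of 15 spots at least 2 log2 units higher in red over green on that array than on array 1, 93.3% had another such spot within 5 rows and columns, against 3.4% for spots placed at random, and 0 spots differed as far the other way. A local mark on that array is therefore a likely cause of these 3 calls. A difference between the lines was not tested for them.

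Another share of roots to shoots in the seedlings would shift photosynthesis transcripts together. Their median log2 ratio by the labels was -0.02 over 29 accessions, at the 41.9th percentile of random lists, within the range set for no such shift. If the dyes were not exchanged, averaging by the labels cancels a difference between the lines, so the shift stays open. On red over green the median was 0.04 over 33 accessions, at the 55.4th percentile, and 0.83, at the 97.0th percentile, under median centring.

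On red over green, 64 accessions described as ribosomal proteins had a median log2 ratio of 0.52, at the 100th percentile of random lists of similar signal, and 31 described as cell wall proteins had 0.35, at the 100th percentile. Under median centring the medians were 0.93 and 0.66. By the labels, 44 ribosomal protein accessions passed the filter, with a median of 0.64 on array 1 and -0.52 on array 2. Their median over both arrays was 0.04, near 0 and yet at the 99.9th percentile of random lists, and without the filter it was 0.0041 over 91 accessions, at the 78.9th percentile. For 20 cell wall accessions it was -0.01, at the 65.0th percentile. Without a filter, the median of 81 cell wall accessions on red over green was -0.03, at the 19.1th percentile. The median of 3 WRKY accessions on red over green was -0.28 and turned to 0.16 under median centring, and by the labels that of 2 was -0.15.

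The paper's Tables 1 and 2 head their column of values as log2. Of the 35 accessions with 1 probe, the values of 33 lay within 5% of the mean linear fold of the Agilent software over the 2 arrays, taken as red over green, or as green over red for the down-regulated TFs, while 0 did when read as log2 and 0 when the array labelled as the dye swap was turned. Of the 48 accessions with several probes, 11 lay within 5% with all probes averaged and 15 with the probes past the filter averaged. Across the 83 accessions of both tables, which are not independent replicates, Spearman's rho between the paper's values and the software's folds was 0.89.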
